# Transcriptomic and proteomic profiling of peptidase expression in *Fasciola hepatica* eggs developing at host’s body temperature

**DOI:** 10.1038/s41598-022-14419-z

**Published:** 2022-06-20

**Authors:** Jana Ilgová, Jiří Vorel, Pavel Roudnický, Lucie Škorpíková, Martin Horn, Martin Kašný

**Keywords:** Biochemistry, Computational biology and bioinformatics, Zoology

## Abstract

*Fasciola hepatica* is a global parasite of livestock which also causes a neglected zoonosis in humans. The parasite’s communication with the host during its complicated lifecycle is based on an ingenious enzymatic apparatus which includes a variety of peptidases. These enzymes are implicated in parasite migration, pathogenesis of the disease, and modification of host immune response. Although the dynamics of proteolytic machinery produced by intra-mammalian *F. hepatica* life stages has been previously investigated in great detail, peptidases of the eggs so far received little scientific attention. In this study, we performed a comparative RNA-seq analysis aimed at identification of peptidases expressed in *F. hepatica* eggs, cultured at 37 °C to represent gall bladder retained eggs, for different time periods and employed mass spectrometry in order to identify and quantify peptidases translated in *F. hepatica* egg lysates. We demonstrated that *F. hepatica* eggs undergo significant molecular changes when cultured at the physiological temperature of the definitive host. Egg transcriptome is subject to numerous subtle changes while their proteome is even more variable. The peptidase profile is considerably modified on both transcriptome and proteome level. Finally, we measured and classified proteolytic activities in extracts from *F. hepatica* eggs using a library of fluorogenic substrates and peptidase class-selective inhibitors. Activities of threonine peptidases were detected constantly, while the cysteine peptidases prevailing in freshly laid eggs are substituted by aspartic peptidase and metallopeptidase activities in the later stages of egg development.

## Introduction

The liver fluke *Fasciola hepatica* (Trematoda, Fasciolidae) causes a neglected foodborne zoonosis known as fascioliasis, which afflicts millions of people and livestock all over the world^1^. Besides infecting about 50 million people worldwide^2^, this parasite also contributes to significant economic losses in livestock production (estimated at approx. US$ 3.2 billion a year^3^). The clinical picture of fascioliasis, in both humans and livestock, includes anaemia, bile duct fibrosis and inflammation, liver atrophy, cirrhosis, decrease in bile production, and weight loss^4–7^.

This parasite’s complex lifecycle begins with infection of an intermediate snail host (family Lymnaeidae) by freshly hatched miracidia. After clonal asexual reproduction, the newly formed larval stages (cercariae) exit the snail and form cysts (metacercariae) on aquatic vegetation. Upon ingestion of the cyst by the definitive mammalian host, the newly excysted juveniles (NEJ) migrate to the host’s liver parenchyma, where they cause severe damage. Maturation of *F. hepatica* individuals occurs in the bile ducts while the infection progresses to a chronic stage. Up to 50,000 eggs a day are released via faeces to the environment^8^, where the development of miracidia begins again. In the presence of water, stimulation by light changes the permeability of internal eggshell surface, which results in the hatching of miracidium^9^.

Drug resistance against triclabendazole, which started to quickly spread in recent decades^10^, led to an intensification of research of this species using genomics, transcriptomics, and proteomics^11^. Publication of its genome^12,13^, stage-specific transcriptomes^12–19^, somatic proteomes^14,16,20,21^, secretomes^14,22–25^, and glycoproteomes^26,27^ then shed light on the general biology of *F. hepatica*, specific features of its life stages, as well as its interaction with the host, including manipulation of host immune system or pathogenesis.

Although eggs are crucial for the spread of this parasite and their embryonic development is well documented on a microscopic level^28,29^, few studies so far employed a bioinformatic approach to the investigation of biology of this life stage. Moxon et al.^21^ refer to mass-spectrometric identification of proteins separated by two-dimensional electrophoresis, which are expressed by the embryonic stage of *F. hepatica* cultivated in 30 °C. In their study, they observed mainly antioxidant proteins and protein chaperones and described some changes in protein composition during embryonation. Information about the amount of time required for the passage of eggs from the bile ducts to faeces is scarce. It is possible that eggs of *F. hepatica* undergo changes during their journey to the outer environment and release proteins which might interact with the molecules of the host, but studies focused on molecular changes in eggs that occur in the host are missing.

Peptidases, enzymes which became highly differentiated among various trematodes^13^, mediate numerous defence and homeostatic processes including protein metabolism, folding, activation or degradation, tissue remodelling, intracellular signalling, migration, and evasion of host immune response^30–32^. Previous research of related species from genus *Schistosoma* had shown that most proteins secreted by schistosome eggs are involved in catalytic processes including proteolysis^33^. Exceptional in this aspect are cysteine peptidases (cathepsin L, cathepsin B, and legumain), which had undergone a remarkable sequential and functional diversification^11^.

In an effort to further our understanding of *F. hepatica* egg biology, we performed a comparative RNA-sequencing and mass spectrometry analyses of transcriptome and proteome changes in *F. hepatica* eggs at three time points (0, 5, and 10 days post laying) during development with focus on peptidases. Our aim was to reveal the range of peptidase genes transcribed and translated by eggs during their passage through the host’s liver, gallbladder, and gut to the outer environment.

## Material and methods

### Collection of *Fasciola hepatica* eggs

Adult individuals of *F. hepatica* were collected from the bile ducts of naturally infected bovine livers obtained in cooperation with the local abattoir from a farm in the South Bohemian Region (Czech Republic). The worms were washed three times in 10 mM PBS buffer (pH 7.8) with 150 mM NaCl and then transferred to RPMI 1640 medium (tempered to 37 °C) containing glucose (55 mM), HEPES (15 mM), penicillin (50 U ml^−1^), and streptomycin (50 µg ml^−1^). After a 4-h incubation at 37 °C, the medium with freshly laid eggs was collected and exchanged for a fresh one. This process was repeated twice more for a total of 12 h of incubation. Harvested eggs were counted using a Bürker chamber and evenly divided into three groups (T0, T5, T10), each with three separate replicates. Eggs from the first group (T0) were washed in sterilised water and frozen immediately at − 80 °C. Eggs from groups T5 and T10 were incubated in the dark in sterilised water supplemented with penicillin (50 U ml^−1^) and streptomycin (50 µg ml^−1^) for five (group T5) and 10 days (group T10) at 37 °C, after which the eggs were collected and frozen at − 80 °C until further use.

### Viability assay

In order to test whether incubation at 37 °C affects the egg viability, an independent hatching experiment was performed. Freshly laid eggs were distributed into 24-well cultivation plates (100 eggs per well) in sterilised water supplemented with penicillin (50 U ml^−1^) and streptomycin (50 µg ml^−1^). Three experimental groups, control, T5, and T10 were used, each in quintuplicates. Eggs from control group were cultivated at 25 °C in dark throughout the whole experiment as described in Fairweather et al.^34^. Eggs from T5 and T10 groups were cultivated in a dark incubator at 37 °C for 5 and 10 days, respectively. After this period the cultivation temperature was decreased to 25 °C, thereby simulating the release of eggs from the host body to the external environment. All plates were regularly checked under the microscope. At day 14 post laying, plates with developing eggs were exposed to light for 2 h and eggs at each stage of development (cell division stage, eye-spot stage, dead, hatched) were counted under inverted microscope and the micrographs were taken using Olympus BX51 microscope. Plates were returned to the incubator and the light stimulated hatching procedure was repeated on days 16, 19, 23, 26, 30, 35 post laying, until no new hatched eggs and/or swimming miracidia were observed. Graph showing the hatch rate in each group was generated using GraphPad Prism 8.

### RNA isolation, library preparation and sequencing

TRIzol Reagent (Invitrogen) was added to each sample containing approx. 7500 *F. hepatica* eggs. Eggs were mechanically homogenised and total RNA extracted using the phenol–chloroform method according to TRIzol manufacturer’s instructions. DNases were inactivated using a DNA-free DNA Removal Kit (Invitrogen). Concentration and purity of the extracted RNA were measured using NanoDrop 8000 Spectrophotometer (Thermo Fisher Scientific). Subsequent steps, library preparation, and sequencing were carried out by the CEITEC Genomics Core Facility (Masaryk University Brno, Czech Republic). A total of nine libraries were prepared by strand-specific QuantSeq 3′ mRNA-Seq FWD kit (Lexogen) according to the manufacturer’s guidelines. From total RNA input, the first strands of cDNA molecules were amplified by oligo(dT) primers containing the Illumina-specific Read 2 linker sequence. After the degradation of RNA templates, second strands were synthesised by random priming with the Illumina-specific Read 1 linker sequence. The obtained double-stranded libraries were purified by magnetic beads. Finally, cDNA libraries were amplified with specific adapters required for cluster generation and purified from PCR components on magnetic beads. Prepared libraries were sequenced in one pool on Illumina NextSeq 500 platform (single-end sequencing, 70 bp-long reads).

### Preparation of *Fasciola hepatica* egg lysates for LC–MS/MS analyses

For mass spectrometric analyses, we used approx. 600 eggs per replicate in each group. *F. hepatica* eggs were lysed in SDT buffer (4% SDS, 0.1 M DTT, 0.1 M Tris/HCl, pH 7.6) in a thermomixer (Eppendorf ThermoMixer C, 30 min, 95 °C, 750 rpm) with added glass beads. After that, the samples were centrifuged (15 min, 20,000×*g*) and collected supernatants used for filter-aided sample preparation (FASP) as described elsewhere^35^ using 0.5 μg of trypsin per sample (sequencing grade, Promega Corporation). The resulting peptides were used for LC–MS/MS analyses. Once sample preparation was complete, the total amount of peptides was estimated using RSLCnano system online coupled with HCTUltra ion trap (Bruker Corporation), which is based on the area under total ion current curve using MEC cell line tryptic digest as an external calibrant.

### Reannotation and identification of peptidases from the reference proteome

Proteins derived from the reference *F. hepatica* genome (PRJEB25283) deposited in WormBaseParasite database^36^ were reannotated by searching for the closest sequential homologues in the UniProt/UniRef100 protein database^37^ and in MEROPS database of peptidases^38^ using Diamond v0.9.34 (BLASTp algorithm, E-value cut-off 1e^−5^)^39^. Both databases were used in versions updated to June 2020. To prevent misleading annotations given by the MEROPS database, homologues to the *F. hepatica* proteins described as *unassigned peptidases*, *non-peptidase homologues*, or *hypothetical proteins* were additionally removed from the annotation as well as hits with E-value scores above 1e^−40^. GO terms and functional analyses were performed by InterProScan v5.44-79.0^40^.

### Sequencing, processing of raw reads, and quantification of transcripts

The quality of short single-end Illumina raw reads was visualised and evaluated using FastQC v0.11^41^. Adapter sequences and low-quality bases were trimmed using Trimmomatic v0.39^42^ and the trimmed reads were used for quantification of protein-coding transcripts derived from the reference *F. hepatica* genome by RSEM v1.3.3 using the Bowtie2 v2.3.0 alignment program^43^.

### LC–MS/MS analyses and data evaluation

LC–MS/MS analyses of all peptide mixtures were performed using UltiMate 3000 RSLCnano system connected to Orbitrap Fusion Lumos Tribrid spectrometer (Thermo Fisher Scientific). Prior to LC separation, tryptic digests were online concentrated and desalted using a trapping column (X-Bridge BEH 130 C18, dimensions 30 mm × 100 µm, 3.5 μm particles; Waters). After washing the trapping column with 0.1% formic acid (FA), the peptides were eluted in backflush mode (flow 0.3 µl min^−1^) from the trapping column onto an analytical column (Acclaim Pepmap100 C18, 3 µm particles, 75 μm × 500 mm; Thermo Fisher Scientific) during a 130 min gradient (1–80% of mobile phase B; mobile phase A: 0.1% FA in water; mobile phase B: 0.1% FA in 80% ACN). MS data were acquired in a data-dependent mode, selecting up to 20 precursors based on precursor abundance in a survey scan. Resolution of the survey scan was 120,000 (350–2000 m/z) with a target value of 4 × 10^5^ ions and maximum injection time of 100 ms. The MS/MS spectra were acquired with a target value of 5 × 10^4^ ions (resolution 15,000 at 110 m/z) and maximum injection time of 22 ms. The isolation window for fragmentation was set to 1.2 m/z. For data evaluation, we used MaxQuant software v1.6.10.43^44^. We conducted searches against the following inhouse-made protein databases: *F. hepatica* 9708 proteins derived from reference genome PRJEB25283 (updated to December 2019), *Bos taurus* 23,846 proteins from the UniProt reference proteome UP000009136 (presumed source of contamination), and cRAP contaminants^45^. Modifications for all database searches were set as follows: oxidation (M) and deamidation (N, Q) as variable modifications, and carbamidomethylation (C) as a fixed modification. Enzyme specificity was tryptic with two permissible miscleavages. Only peptides and proteins with false discovery rate threshold under 0.01 and proteins with at least two peptide identifications in at least one replicate were considered. For the purpose of this article, protein groups reported by MaxQuant are referred to as proteins. Intensities of reported proteins were further evaluated using the KNIME_docker_vnc v3.7.1a software^46^. Processing workflow is available upon request: it covers decoy hits and removal of contaminant protein groups (cRAP), protein group intensities, log2 transformation, and normalisation (loessF).

### Analyses of gene expression

To identify the differentially expressed (DE) genes on a transcript level, we used the obtained non-normalised *expected count* values for a DE analysis performed by DESeq2 v1.29.6^47^ in R v4.0.1^48^. We analysed DE transcripts in pairs of samples representing each time point (T0 vs T5, T0 vs T10, and T5 vs T10). Transcripts were considered significantly differentially expressed only if were expressed in both compared samples with log2fc > 1 or <  − 1 with adjusted P-value cut-off point of 0.05. In case of LC–MS/MS, comparative analyses between all samples were carried out using Limma v3.6.3^49^ based on the adjusted P-value cut-off of 0.05. Heatmaps reflecting gene/protein expression differences were generated in GraphPad Prism 8 using relative abundance values after logarithmic and Z-score transformation.

### Identification of differentially expanded cysteine peptidases

A detailed expression analysis was performed on selected isoforms of cysteine peptidases, cathepsin L, cathepsin B, and legumain, which differentially expand in the trematodes. Sequences derived from the *F. hepatica* genome assembly (PRJEB25283) were curated manually using sequences described in McNulty et al.^13^ and Cwiklinski et al.^12,50^. Individual isoforms of cysteine peptidases identified in the present study were named according to the classification presented in Cwiklinski et al.^50^.

### Preparation of *Fasciola hepatica* egg protein extract for biochemical analysis

Soluble protein extracts (2 mg ml^−1^) were prepared from approx. 50,000 eggs collected at each time point (0, 5, and 10 days post laying) by mechanical homogenisation on ice in 0.1 M Tris/HCl, pH 7.3, containing 1% CHAPS, followed by sonication (Biologics 150 VT, 3.8 mm micro tip, 30% amplitude, 25% pulse, 15 min). The extracts were cleared by centrifugation (16,000×*g* at 4 °C for 45 min) and stored at − 80 °C before use. Protein concentration in the prepared extracts was determined using Quaint-iT™ Protein Assay Kit (Life Technologies).

### Preparation of substrates

Fluorescence resonance energy transfer (FRET) substrates containing (7-methoxycoumarin-4-yl)acetic acid (MCA) as the fluorescent group and 2,4-dinitro-phenyl lysine (Lys(Dnp)) as the quencher acceptor were synthesised as peptidyl amides by Fmoc solid-phase chemistry in an ABI 433A peptide synthesiser (Applied Biosystems), purified by reverse-phase (RP)-HPLC over a C18 column using the TFA/acetonitrile system and characterised by electrospray ionisation mass spectrometry on an LCQ Classic Finnigan Mat device (Thermo Finnigan) as described previously^51,52^ or purchased from Sigma, Bachem, or R&D systems (see Supplementary file 1).

### Peptidase activity and inhibition assays

Proteolytic activities in *F. hepatica* egg extracts were measured in a continuous kinetic assay using a mixture of internally quenched FRET substrates (1 µM each) (Supplementary file 1). We selected diverse substrate sequences to enable the detection of various protease classes. An analogous panel of fluorescent peptide substrates has been previously used to detect proteolytic activity in the excretory/secretory products of *Schistosoma mansoni* eggs^52^ or freshwater planaria *Schmidtea mediteranea*^53^. In our study, measurements were performed at 37 °C in 96-well plates in total volume of 100 µl using an aliquot of protein extract (20 µg ml^−1^) and the following assay buffers: 0.15 M citrate–phosphate buffer (pH 2.5–8) or 0.1 M sodium borate buffer (pH 7.5–10), both containing 100 mM NaCl, 0.05% PEG 1000, and 1.25 mM DTT. Proteolytic activity was continuously measured after addition of the substrate mixture in a SpectraMax i3 spectrofluorometer (Molecular Devices) at 325 nm excitation and 392 nm emission wavelengths. All assays were performed in triplicate. Data were analysed using GraphPad Prism 8 and activities expressed as relative fluorescent units hydrolysed per second per µg of protein in the extract (RFU s^−1^ µg^−1^). Data were normalised against the highest proteolytic activity recorded for each protein sample. For activity assay in the presence of peptidase inhibitors, the extracts were preincubated for 10 min with either 1 mM EDTA, 10 µM E-64, 1 mM AEBSF, 10 µM pepstatin, and 10 µM MG132, or their mixture. The remaining proteolytic activity was measured in pH 3.5, 6.0, and 8.5 after addition of the substrate under the same conditions as described above and expressed as a percentage of remaining activity relative to the uninhibited control.

### Ethics statement

All procedures performed in studies involving animals were carried out in accordance with European Directive 2010/63/EU and Czech laws 246/1992 and 359/2012 which regulate research involving animals.

## Results

From the bovine liver, we isolated 97 live *F. hepatica* adults. After overnight cultivation, we recovered approx. 228,000 laid eggs, which we divided in three groups. The first group (T0) was immediately frozen at − 80 °C, while the other two groups (T5 and T10) were incubated for 5 and 10 days at 37 °C, respectively. Before incubation and/or freezing, the eggs from each time point were subdivided according to the type of subsequent analysis as follows: 21,000 eggs for RNA sequencing (RNA-seq), 1800 eggs for mass spectrometry analysis, and 50,000 eggs for a biochemical analysis of proteolytic activity. Material for RNA-seq and LC–MS/MS analyses from each time point was divided in three replicates.

### Egg viability assay

The effect of incubation at 37 °C on egg development and viability was evaluated using a light-stimulated egg hatch test. Freshly laid eggs were cultivated for 5 and 10 days at 37 °C (T5 and T10 groups, respectively), then the temperature was lowered, and egg developed at 25 °C. Eggs maintained at 25 °C served as a control group. The hatching tests were performed on day 14, 16, 19, 23, 26, 30 and 35 post laying. Eggs were checked regularly until a release of new miracidia was not recorded. In addition to the hatching tests, eggs were regularly inspected with light microscope (Fig. 1c) for visible signs of embryonation characterised by the cell division, which were observed on day 5 in all groups. However, hatching of eggs from groups incubated at 37 °C was substantially delayed comparing to the control group maintained at 25 °C throughout the whole experiment. Approximately 78% of eggs from control group embryonating all time at 25 °C successfully released miracidia at days 14, 16 and 19 (Fig. 1a). Releasing miracidia in group T5 begun on day 16 (7% of eggs hatched) and ended on day 26 with 36% hatched eggs in total. Even more pronounced retardation of development was observed in eggs from group T10, where the hatching started on day 26 (2% of eggs hatched) and ended on day 35 with only 15% of eggs hatched. The egg death rate increased with the length of incubation at 37 °C reaching up to 14, 18 and 42% of total amount of eggs in control, T5 and T10 group, respectively (Fig. 1b). Nevertheless, signs of partial or complete embryonation (eye spot stage, cell division stage, hatched egg) was reported in 82 and 58% of eggs in T5 and T10 groups, respectively.

**Figure 1:**
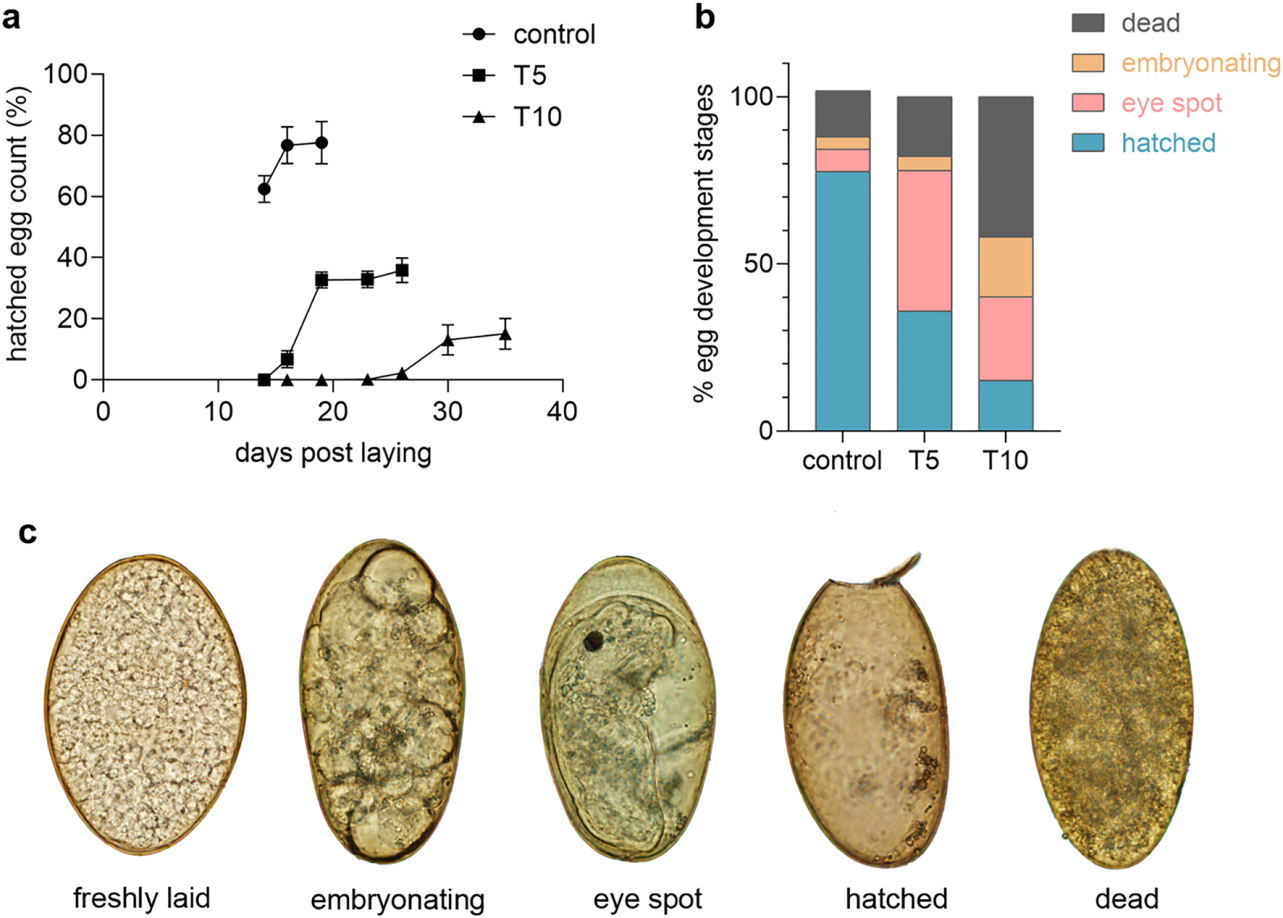
Egg viability assay. (**a**) Hatch rate dynamics during the egg development. Numbers of hatched eggs in groups the control, T5 and T10 group are presented as percentage of total number of eggs (mean and standard deviation are given). (**b**) Proportion of four egg development stages. Proportion of eggs from each stage on the day when last newly hatched eggs were observed in the particular group, that is on day 19, 26 and 35 in control, T5 and T10 groups, respectively. (**c**) Light micrographs illustrating the different stages of egg development. Freshly laid egg, embryonating egg at cell division stage, eye spot stage, hatched egg with an open operculum after the release of miracidium, dead egg (from left to right).

### Sequencing, annotation, and peptidases identification

Single-end sequencing generated about 23 million short reads for each sample (Supplementary file 2). 

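The eggs came from one harvest that was divided into 3 groups of 3 samples each. They were frozen at laying (T0) or after 5 days (T5) or 10 days (T10) in water in the dark at 37 °C. Libraries were made from the 3′ ends of polyadenylated transcripts (QuantSeq 3′ FWD), so each transcript gives a tag near its end whatever its length. The authors estimated expected counts and TPM for each gene model with RSEM 1.3.3 and Bowtie2, and their TPM divides each count by the model's effective length, which is its length minus 51 bases. According to Supplementary file 2, the 9 libraries held 22337600 to 24689748 raw reads, of which 34.5 to 41.4% were counted in a gene model. The total expected count was 8325790, 8511734 and 8088817 in the T0 libraries. It was 8945151, 9187888 and 9285475 in the T5 libraries, and 9543870, 8018586 and 9540985 in the T10 libraries.

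Of the 16806 gene models, 9708 code for proteins and are the ones compared here, while the other 7098 are tRNA genes. Expected counts were rounded, scaled by the trimmed mean of M values (TMM) and compared with edgeR's quasi-likelihood test in one model of all 9 libraries, in which 6319 genes passed the filter on low counts. A positive log2 fold change means a higher level at the later time point. Counts over all transcripts require an adjusted p under 0.05, a log2 fold change beyond 1 and a median TPM above 0 at both time points, while counts over a gene list require the adjusted p alone. The 28 gene lists were fixed from product names. Levels in CPM, the count scaled to the library total and by TMM, are means with the SD over 3 libraries. A gene without counts in one group is given as at least so many fold, with 3 counts per library as the floor. The samples of a time point are portions of one pool of eggs, so the p-values measure the spread between these samples, which may be technical. Descriptions of gene products come from the parts of Supplementary files 3 and 5 that were used here, 1232 models in the first and 1622 in the second, with 8475 and 5895 not used. With them 2406 of the coding models (24.8%) have a name, and some of these names are matches in another species.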

A total of 9708 *F. hepatica* proteins derived from the reference genome PRJEB25283^36^ were reannotated using UniProt/UniRef100 and MEROPS protein database; 8159 homologues were found in the UniProt database (Supplementary file 3). Moreover, the GO term analysis revealed 1879 unique GO terms across all *F. hepatica* reference proteins, whereby 73 GO terms were related to proteolytic activity (Supplementary file 4) and we used them to identify a total of 193 peptidases.

### Transcripts and proteins present at different time points of egg development

Protein-coding gene transcripts and translated proteins were considered transcribed/translated in a particular time-point group when the median of relative quantification values in TPM (transcripts per million) given by RNA-seq and PPM (parts per million) given by LC–MS/MS of all three replicates was non-zero (for all data, see Supplementary file 5).

Among the 9708 reference proteins, 7475 (77.0%) protein-coding transcripts of *F. hepatica* eggs were quantified by RNA-seq in at least one time point. 

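The most abundant named transcript at T0 was a small heat shock protein of the alpha-crystallin family, NtermFhHSP35a, a chaperone that keeps unfolded proteins soluble, at 106900 ± 9698 CPM (SD, n = 3 libraries). Ferritin, the iron-storage protein, followed at 43920 ± 601 CPM. Vitelline protein B1, a precursor of the eggshell, stood at 33007 ± 3412 CPM, glutamine synthetase, which binds ammonia to glutamate, at 27980 ± 2157 CPM, and thioredoxin peroxidase, which removes peroxides, at 26038 ± 1514 CPM. Glutathione S-transferase sigma, a detoxification enzyme, reached 18100 ± 2442 CPM. Vitelline protein B1, glutamine synthetase and thioredoxin peroxidase are named here after their values were seen.

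By T10 the heat shock transcript had fallen to 37293 ± 13213 CPM (log2 fold change -1.52, SE 0.29, adjusted p = 4.6e-04, edgeR's quasi-likelihood test). Ferritin fell to 11513 ± 4677 CPM (log2 fold change -1.93, SE 0.28, adjusted p = 4.4e-05, same test). Thioredoxin peroxidase fell to 8405 CPM, glutamine synthetase to 11821 CPM and glutathione S-transferase sigma to 6853 CPM, with log2 fold changes of -1.63, -1.24 and -1.40. Vitelline protein B1 did not change beyond its spread, with 26585 ± 16865 CPM at T10 (adjusted p = 0.45, same test). In each library the 10 most abundant transcripts together held 28.5, 28.7 and 29.1% of all counts at T0, 25.7, 24.1 and 21.3% at T5, and 22.6, 16.5 and 15.5% at T10. A median TPM of at least 1 at some time point was reached by 6106 transcripts (62.9% of the reference), and a median of at least 5 counts by 6825 (70.3%).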

Regarding a comparison between the time-point groups, the numbers of transcribed sequences identified in T0, T5, and T10 samples were 7005, 6705, and 6740, respectively (Fig. 2a). 

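Noggin, a secreted antagonist of bone morphogenetic proteins, is one of the transcripts that met this rule at the later time points only. It had no count in 2 of the 3 T0 libraries and a median of 23.9 TPM at T5 and 43.6 TPM at T10. The order of the time points depends on how detection is defined. A median of at least 1 TPM was reached by 5453 transcripts at T0, 5643 at T5 and 5770 at T10, and a median of at least 5 counts by 6170, 6305 and 6365, so that T0 has the fewest instead of the most. A value above 0 in all 3 replicates was found for 6389, 6161 and 6174 transcripts. With every library thinned to the smallest total the numbers were 6988, 6687 and 6729.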

Transcription of a vast majority of identified transcripts (6189, that is approx. 83% of all identified transcripts) was detected in eggs throughout the monitored egg development, i.e., in all three time-point groups. 

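Hedgehog, a secreted signal in embryonic patterning, is among the transcripts present throughout and changed in level, from 606 ± 11 CPM at T0 to 789 ± 70.3 at T5 and 1136 ± 209.6 at T10 (T10 against T0: log2 fold change 0.91, SE 0.16, adjusted p = 2.7e-04, edgeR's quasi-likelihood test). WD repeat-containing protein 16, which is linked to cilia, was likewise detected at every time point and went from 80.8 ± 4.42 to 188 ± 22.2 CPM (log2 fold change 1.22, SE 0.14, adjusted p = 7.2e-06, same test). Of 15 tested genes of the axoneme and cilia, however, 1 was higher and 5 were lower at T10 than at T0 by adjusted p. The 6189 transcripts are 82.8% of those detected at any time point. With 1 library left out, and detection required in both replicates that remain, the shared number lay between 5975 and 6084. With a median of at least 1 TPM it was 5141 (84.2%).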

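Transcripts found at all 3 time points made up 88.4% of those detected at T0, 92.3% of those at T5 and 91.8% of those at T10. At a median of at least 5 counts the order turned, with 92.8% at T0, 90.8% at T5 and 89.9% at T10.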

The proportion of 6189 shared transcripts from the total transcripts quantified at time points T0, T5, T10 was 88%, 92%, and 91%, respectively.

**Figure 2:**
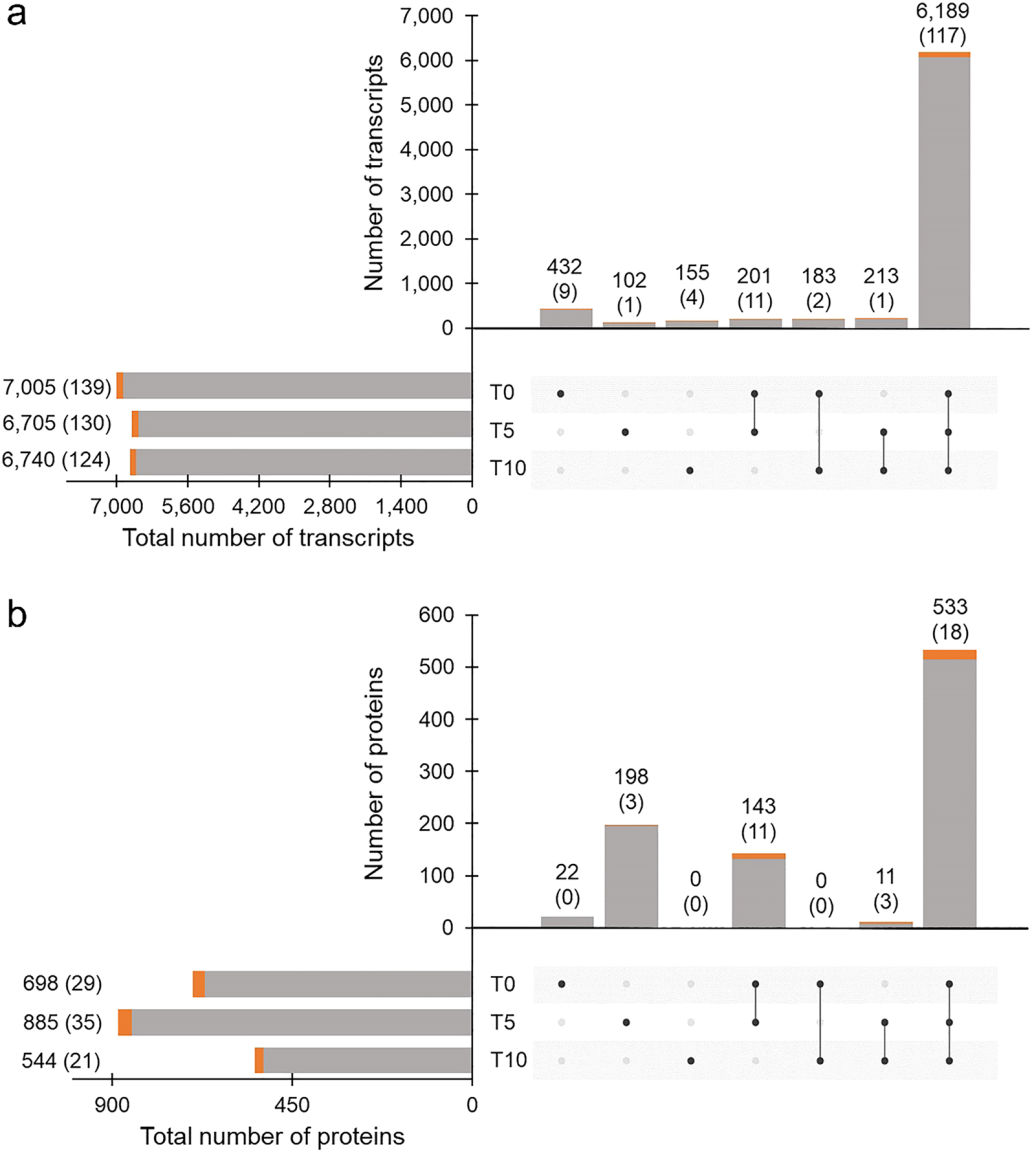
UpSet plots depicting the number of transcripts and proteins quantified in *F. hepatica* eggs at different points of development. The numbers represent a distribution of protein-coding gene transcripts (**a**) and translated proteins (**b**) at three different points of egg development (T0, T5, and T10). Solitary dots represent transcripts or proteins unique to each time point; two or three dots connected by a line represent the number of transcripts or proteins shared between two or three different time points, respectively. The numbers of quantified peptidases are given in parentheses and highlighted in orange.

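An oxidoreductase of the short-chain dehydrogenase/reductase family belongs to the transcripts found at T5 and T10 but not at T0. It had no count in any T0 library and reached 34.1 ± 5.88 CPM at T5 and 61.6 ± 20.4 CPM at T10, which is at least 74.8-fold and at least 135-fold higher (adjusted p = 5.2e-08 and 1.2e-08, edgeR's quasi-likelihood test). A transcript with zinc fingers of the C2H2 type, a DNA-binding fold, also had no count at T0, then 3.34 ± 2.19 CPM at T5 and 16 ± 2.35 CPM at T10, at least 35.1-fold higher than at T0 (adjusted p = 9.9e-06, same test). At a median of at least 1 TPM, 85 transcripts were limited to T0 and T5, 58 to T0 and T10, and 335 to T5 and T10. With at least 5 counts these groups held 136, 109 and 320. With 1 library left out, and detection required in both replicates that remain, they ranged from 111 to 415, from 91 to 383 and from 152 to 368.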

About 200 transcripts were shared only between pairs of groups (201 transcripts in T0 vs T5, 183 transcripts in T0 vs T10 and 213 transcripts in T5 vs T10 comparisons). Interestingly, 432 protein-coding genes were transcribed only in T0, that is, during early egg formation. 

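The named transcript with the highest level in this group codes for a DnaK family protein, a chaperone of the HSP70 type, with a median of 25.9 TPM (134 counts) at T0. It stood at 21.3 ± 10 CPM (SD, n = 3) at T0 and had no count at T10, at least 77-fold lower (adjusted p = 0.0012, edgeR's quasi-likelihood test). A protein with a DUF3421 domain followed at 5.94 TPM and an armadillo/beta-catenin-like repeat protein, a type linked to cell adhesion and signalling, at 4.02 TPM. Among the 155 transcripts found only at T10, the highest named ones were a DnaJ domain protein, a co-chaperone, at 4.54 TPM, a cellulase at 3.41 TPM and a protein with an EGF-like domain at 2.81 TPM. Glypican, a proteoglycan of the cell surface, was one of the 102 found only at T5 (0.91 TPM). With detection required in both libraries that remain, the T10 number was 75 or 63 without T10 replicate 2 or 3. The T5 number was 53, 50 or 45 without T5 replicate 1, 2 or 3. In these counts the other time points kept the median rule. These examples, except the DnaK family protein, were picked after their values were seen, and 76 of the transcripts limited to T0 have a name.

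Of the transcripts limited to T0, 332 (76.9%) had a median under 5 counts, and their median level was 0.25 TPM. Only 43 reached 1 TPM. Only 22 could be tested, and 17 of them had an adjusted p under 0.05 in at least 1 comparison. At a median of at least 1 TPM, 169 transcripts were limited to T0 and 236 to T10, and at a median of at least 5 counts 200 and 211. A value above 0 in all 3 replicates limited 396 transcripts to T0 and 158 to T10, and thinning to the smallest library 433 and 156. Without T0 replicate 1, 2 or 3 the number limited to T0 was 241, 248 and 275. There T0 required detection in both libraries that remain, while T5 and T10 kept the median rule, so the rule was stricter for T0.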

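The peptidases that could be named here include cathepsin D, cathepsins L and B, calpain-2, caspase-3, furin, the mitochondrial lon protease, 12 subunits of the 20S proteasome and 19 metallopeptidases. These 71 models form 6 groups, of which the 12 cysteine cathepsins are the one with most members near 0 counts. In all, 63 of the 71 were detected at some time point, 61 at T0, 62 at T5 and 59 at T10. None was limited to T0.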

Out of all 7475 transcribed genes, we determined 145 transcripts coding proteins with proteolytic activity (based on GO term analysis): this accounts for approx. 1.9% of all expressed transcripts. 

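Of the 63 named peptidases with a detected transcript, 58 were present at T0, T5 and T10. A cathepsin L1 model, taken here as CL1_2 since it is the other L1 model with a detected protein in the table used, is one of those that were lost, with a median of 7.07 TPM at T0, 1.33 TPM at T5 and 0 at T10.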

Majority of identified peptidase transcripts (117) were shared by eggs at all three time points (T0, T5, T10), similarly as for all detected protein-coding gene transcripts.

LC–MS/MS analyses revealed 907 translated proteins in *F. hepatica* eggs (9.3% of the 9708 reference proteins). As in the case of transcripts, the majority of produced proteins (533, approx. 59% of all identified proteins) was shared across the time points (Fig. 2b), but the proportion of shared proteins from all proteins detected at each point was 76% (T0), 60% (T5) and 98% (T10), which indicates that the proteome is more variable than the transcriptome. The data show that the highest level of unique protein translation tends to occur up to the fifth day of egg development. The number of proteins identified in the T10 group was considerably lower than in samples from the earlier time points. The most abundant proteins in all studied samples were antioxidant and detoxification enzymes (thioredoxin peroxidase, glutathione S-transferase), an iron-storage protein (ferritin), structural proteins (actin, tubulin, myoglobin), proteins important for energetic metabolism (glyceraldehyde-3-phosphate dehydrogenase) and heat-shock proteins (alpha-crystallin domain containing heat-shock protein). Approximately 3.9% (35 in total) of all quantified proteins were characterised as peptidases based on GO term analysis.

Peptidase-coding transcripts and translated peptidases evaluated as the most abundant (based on the TPM/PPM values) in T0, T5, and T10 samples are listed in Table 1. 

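Cathepsin D, a lysosomal aspartic peptidase (gene model maker-scaffold10x_1260_pilon-snap-gene-0.37-mRNA-1), had the highest transcript level of the named peptidases at each time point. Its mean was 3878 ± 253 TPM at T0 (SD, n = 3), 3335 ± 416 at T5 and 2280.3 ± 227 at T10, and its rank among all transcripts was 33, 33 and 62. CL0, the most abundant cathepsin L, is the model maker-scaffold10x_1184_pilon-snap-gene-0.34-mRNA-1, with 1158 ± 10.8, 987 ± 67.8 and 756 ± 86 TPM and ranks 121, 161 and 232. Serpin, an inhibitor of serine peptidases, went from a median of 1109 TPM at T0 to 48.5 at T5 and 9.29 at T10, while stefin-1, an inhibitor of cysteine cathepsins, had medians of 738, 799 and 819 TPM. In CPM stefin-1 fell from 559.9 ± 55.2 at T0 to 390.4 ± 26.8 at T10 (log2 fold change -0.52, SE 0.14, adjusted p = 0.0056, edgeR's quasi-likelihood test), but with scaling by library size alone its log2 fold change is 0.10. The catalytic subunit SEC11 of signalase, which removes signal peptides, lay at 414, 371 and 449 TPM, and lon protease, which degrades damaged proteins in mitochondria, at 24.6, 76.6 and 74.3 TPM. Models were assigned to the names of Table 1 by equal TPM values and ranks.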

Relative abundances of all proteins with assigned proteolytic activity identified by LC–MS/MS (n = 27) are shown in Fig. 3. The dynamics of peptidase class composition as evidenced by RNA-seq and MS data is not tightly correlated (Fig. 4). A large proportion of peptidase transcripts is comprised of aspartic peptidases, followed by cysteine and threonine peptidases. 

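Among the 71 named peptidases the aspartic class stood at 4168 ± 261 TPM at T0, 3589 ± 425 at T5 and 2473 ± 230.5 at T10 (mean and SD of 3 libraries). The cysteine class, with calpains, caspases and deubiquitinases beside the cathepsins, summed to 3397 ± 40.6, 3476 ± 223 and 2868 ± 120.2 TPM. The threonine peptidases of the proteasome rose in sum from 1179 ± 17.4 to 1685 ± 124 and 2308 ± 143 TPM. As shares of the summed median TPM, these are 36.9, 32.0 and 24.1% for aspartic, 29.7, 30.1 and 27.2% for cysteine and 10.5, 14.5 and 21.6% for threonine peptidases. All named peptidases together held 1.12% of TPM at T0, 1.14% at T5 and 1.07% at T10. TPM is scaled to a fixed sum, and on log2(TPM + 1) the median tested gene rose by 0.58 in log2 from T0 to T10. The median 20S subunit rose by 1.0 on that scale and by 0.47 with TMM, and the median metallopeptidase by 0.99 and 0.47. Part of the rise of these classes in TPM is thus shared with most genes. TPM also divides a 3′ tag count by transcript length. With CPM instead, cysteine peptidases come first, with 34.8, 35.9 and 34.3% against 33.2, 29.4 and 24.0% for aspartic and 5.4, 7.5 and 11.6% for threonine peptidases.

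**Figure D1:**
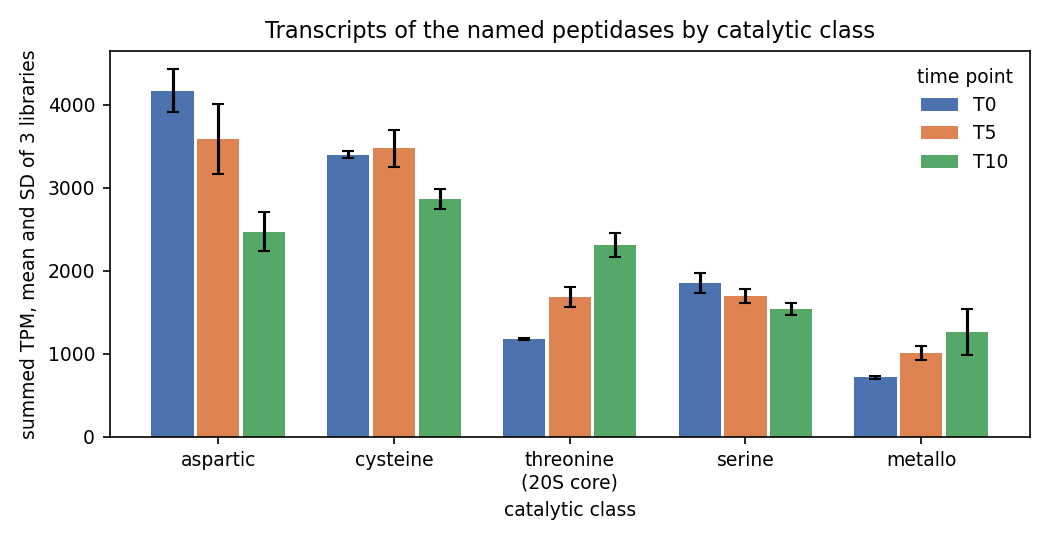
Summed TPM of the named peptidases by catalytic class at T0, T5 and T10, as bars of the mean with the SD of 3 libraries. The aspartic bar falls from 4168 to 2473 TPM while the threonine bar rises from 1179 to 2308 TPM. On log2(TPM + 1) the median tested gene also rose from T0 to T10, by 0.58 in log2.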

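Metallopeptidases, among them aminopeptidases and the mitochondrial protease YME1, summed to 715 ± 16.2 TPM at T0, 1012 ± 83 at T5 and 1259.6 ± 275 at T10. Serine peptidases, with proline iminopeptidase and furin among the most abundant, summed to 1853 ± 121, 1697 ± 83.1 and 1543 ± 71.8 TPM. The share of metallopeptidases in the named set was 6.4, 8.8 and 12.3%, and that of serine peptidases 16.5, 14.6 and 14.8%.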

Finally, the lower expression of metallopeptidases is comparable with that of serine peptidases. On the protein level, threonine peptidases, which form a majority of translated peptidases, are followed by cysteine and aspartic peptidases, which represent about one quarter of the whole peptidase spectrum. The proportion of metallopeptidases and serine peptidases was, according to recorded PPM values, the lowest.

**Table 1:** Top ten most abundant peptidases identified in *F. hepatica* eggs at different points of development.

	Transcriptomics data				Proteomics data			
	#	Peptidase ID	Family	TPM	#	Peptidase	Family	PPM
T0	33	**Cathepsin D**	A01	3846.41	22	**Ubiquitin carboxyl terminal hydrolase**	C12	7866.39
	121	**Cathepsin L (*CL0*)**	C01	1157.89	135	**Cathepsin D**	A01	1047.99
	332	**Signalase subunit**	S26	413.73	156	Cathepsin L (***CL1_3b***)	C01	900.96
	463	Furin	S08	265.74	261	**Proteasome subunit α_2**	T01	378.09
	465	**Ubiquitin carboxyl terminal hydrolase**	C12	265.14	293	**Proteasome subunit α_1**	T01	290.42
	473	Signalase 2A	A22	255.07	314	**Secreted cathepsin L1 (*CL1_3a*)**	C01	242.53
	513	Cercarial peptidase	S01	227.85	316	**Cathepsin L (*CL0*)**	C01	240.05
	537	Peptidase S1 domain containing protein	S01	213.41	344	**Calpain-2 catalytic subunit**	C02	201.18
	553	Cathepsin B (***CB9***)	C01	202.27	345	**Secreted cathepsin L2 (*CL2*)**	C01	198.09
	578	**Secreted cathepsin L (*CL1_3a*)**	C01	191.84	353	**Proteasome subunit β_1**	T01	190.49
T5	33	**Cathepsin D**	A01	3387.20	18	**Ubiquitin carboxyl terminal hydrolase**	C12	8634.68
	161	**Cathepsin L (*CL0*)**	C01	963.85	125	**Cathepsin D**	A01	1288.93
	267	Cathepsin B (***CB9***)	C01	585.06	254	**Proteasome subunit α_2**	T01	393.11
	400	**Signalase subunit**	S26	370.72	291	**Proteasome subunit α_3**	T01	306.41
	486	**Proteasome subunit β_1**	T01	282.88	314	**Proteasome prosome macropain subunit β**	T01	262.86
	539	**Ubiquitin carboxyl terminal hydrolase**	C12	247.31	321	**Cathepsin L (*CL0*)**	C01	256.38
	552	**Mov34/MPN/PAD-1 family protein**	M67	239.47	331	**Proteasome subunit α_4**	T01	230.80
	567	Furin_1	S08	232.23	337	Cathepsin L (***CL1_3b***)	C01	223.67
	597	**Proteasome subunit α_1**	T01	218.11	342	**Proteasome subunit β_1**	T01	216.57
	613	Putative signalase	A22	209.55	361	**Cytochrome b-c1 subunit 1**	M16	197.33
T10	62	**Cathepsin D**	A01	2406.63	24	**Ubiquitin carboxyl terminal hydrolase**	C12	7602.25
	232	**Cathepsin L (*CL0*)**	C01	712.57	91	**Cathepsin D**	A01	1441.69
	371	Signalase subunit	S26	449.44	139	Cathepsin L (***CL1_3b***)	C01	916.26
	378	Cathepsin B (***CB9***)	C01	438.60	212	**Proteasome subunit α_1**	T01	468.51
	456	**Proteasome subunit β_1**	T01	349.47	223	**Proteasome subunit α_2**	T01	416.09
	464	Mov34/MPN/PAD-1 family protein	M67	342.65	260	**Proteasome prosome macropain subunit β**	T01	289.92
	531	Proteasome subunit β_2	T01	290.20	269	**Cathepsin L (*CL0*)**	C01	271.49
	569	**Proteasome subunit β_3**	T01	271.71	282	**Secreted cathepsin L2 (*CL2*)**	C01	252.02
	579	**Proteasome subunit α_1**	T01	266.31	286	**Proteasome subunit β_1**	T01	247.40
	690	Proteasome subunit β_4	T01	216.17	302	**Proteasome subunit α_4**	T01	220.22

The ranking of peptidases relative to the abundance of all quantified proteins is shown in column #. Peptidases quantified by both methods (RNA-seq and LC–MS/MS) at a given time point are highlighted in bold. Cathepsin L0, L1, and cathepsin B9 isoforms (bold italics) were named according to Cwiklinski et al.^50^ nomenclature.

**Figure 3:**
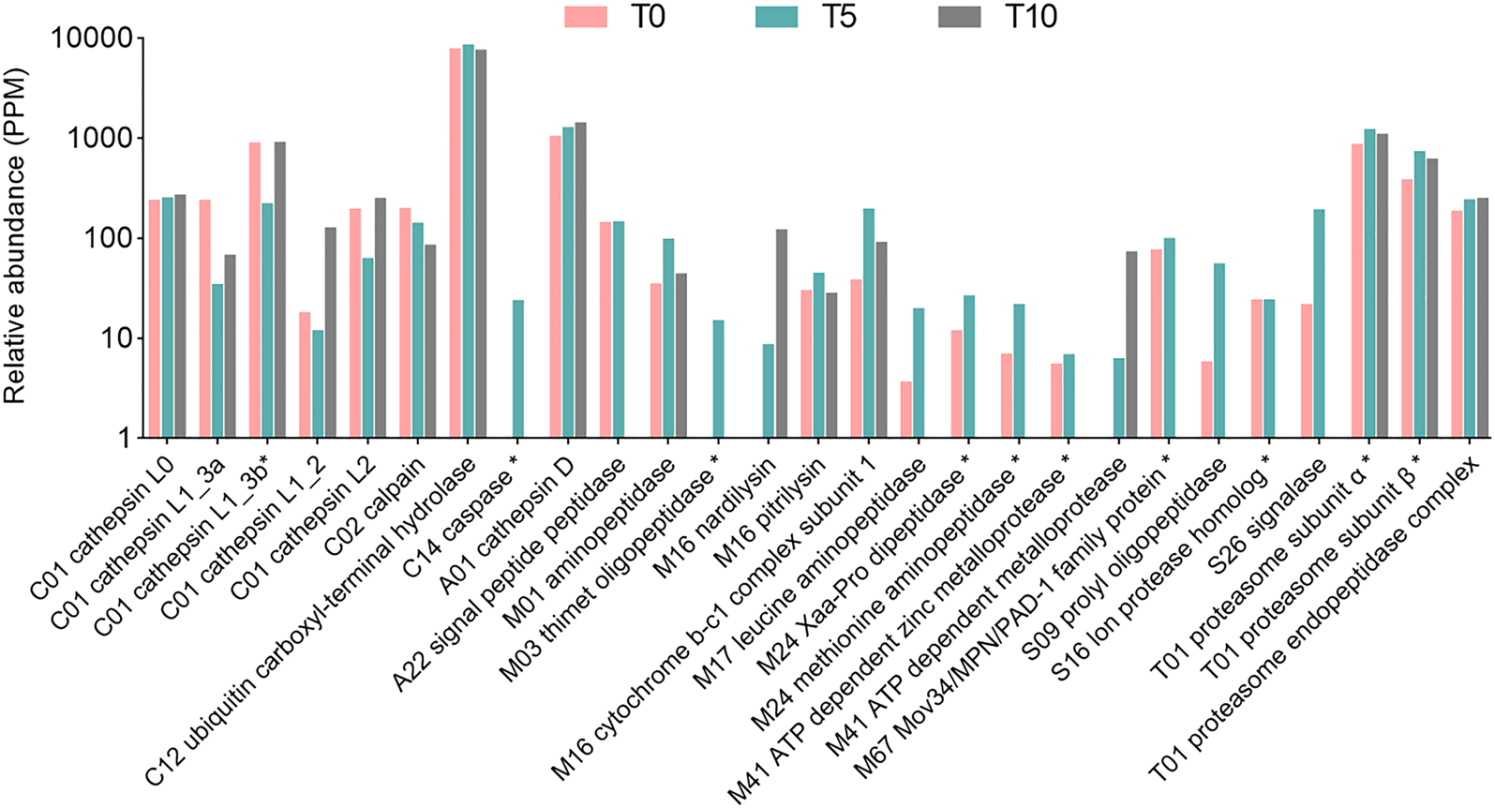
Relative abundances of peptidases identified by LC–MS/MS. Relative abundance values (PPM) are shown on the logarithmic scale. Different isoforms of signalase, proteasome subunit α, proteasome subunit β, and proteasome endopeptidase complex are presented as single columns. Peptidases marked by an asterisk (n = 10) were significantly differentially expressed. Cathepsin L isoforms were named according to Cwiklinski et al.^50^ nomenclature.

**Figure 4:**
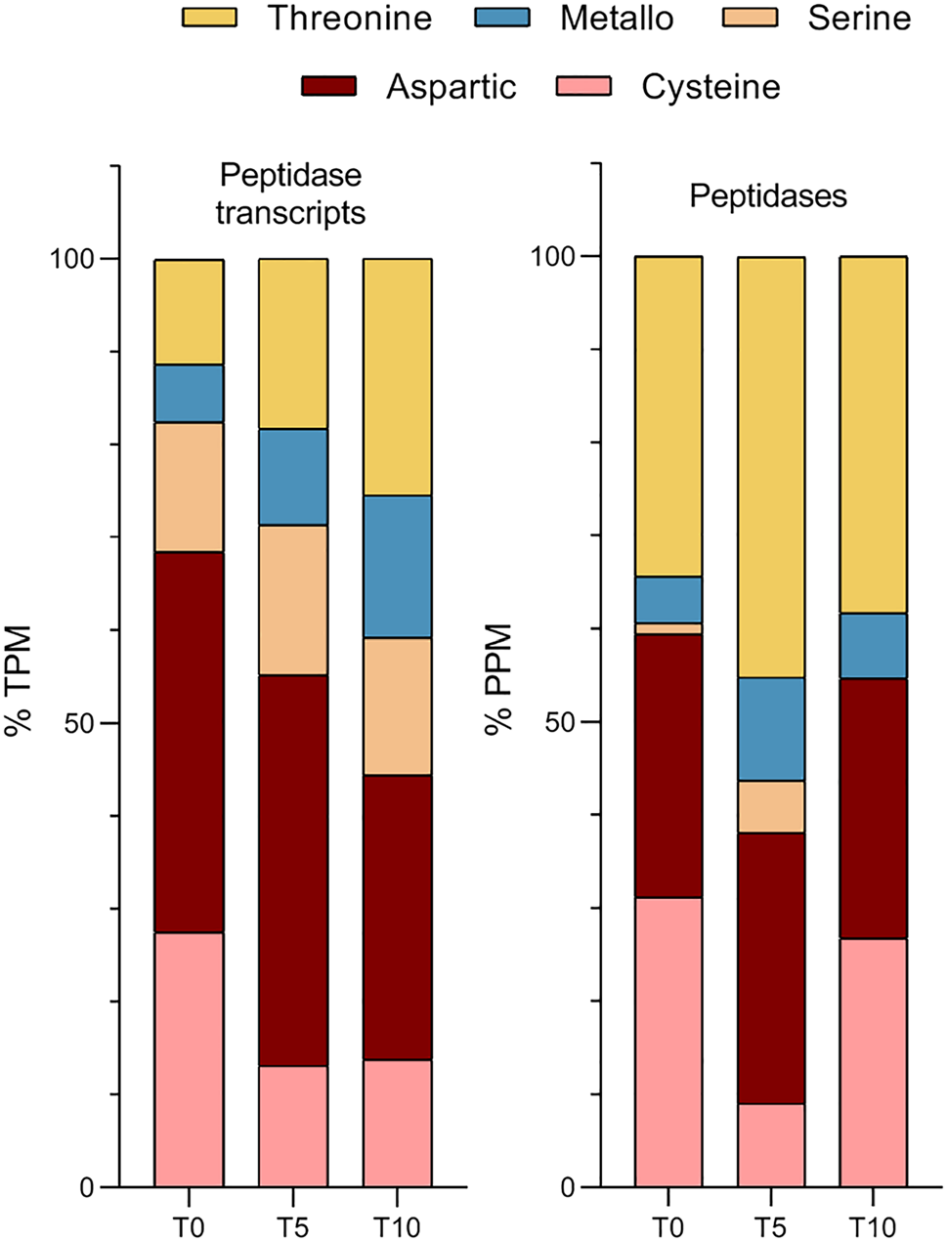
Representation of individual catalytic classes among the transcribed/translated peptidases. Percentages were counted based on relative abundance values in TPM/PPM.

### A comparison of transcriptome and proteome changes during egg development

Statistically significant changes in the gene expression were evaluated by comparing expression levels between pairs of samples of *F. hepatica* eggs; in the following, we refer to them as log_2_ fold change (log_2_FC). Data from an earlier development stage (T0 or T5) served as reference for analysing data from eggs belonging to a later stage of development (T5 or T10, respectively). All statistically significant changes in the expression (log_2_FC) are listed in Supplementary file 5. 

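With an adjusted p under 0.05 in edgeR's quasi-likelihood test and no limit on the fold change, 3690 transcripts changed in at least 1 of the 3 comparisons. By comparison they were 2316 between T0 and T5, 3389 between T0 and T10 and 647 between T5 and T10. The last number was 131 without T5 replicate 1, 105 without T5 replicate 2, 1554 without T10 replicate 1, 272 without T10 replicate 2 and 161 without T10 replicate 3. The tubulin beta, replication protein A and glutathione peroxidase transcripts are examples from the first of these comparisons.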

A comparative analysis of transcriptomic data resulted in the identification of 3577 unique transcripts significantly changed in at least one compared sample pair. Using > 1 and <  − 1 as thresholds of log_2_FC, the numbers of transcripts detected as significantly upregulated were 590, 927, and 107, whereas the numbers significantly downregulated were 287, 1112, and 85, when comparing the T0 vs. T5, T0 vs. T10, and T5 vs. T10 group, respectively. 

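In the first 5 days myoglobin 2, an oxygen-binding globin, rose from 4.51 ± 1.66 to 171 ± 65.3 CPM (log2 fold change 5.25, SE 0.41, adjusted p = 1.8e-07, edgeR's quasi-likelihood test). One actin model rose from 6.28 ± 0.941 to 203 ± 48.6 CPM (log2 fold change 5.01, SE 0.24, adjusted p = 7.7e-10, same test). A dynein light chain, part of a microtubule motor and named from a match in Echinococcus granulosus, rose from 5.69 ± 1.75 to 129 ± 16.1 CPM (log2 fold change 4.51, SE 0.21, adjusted p = 5.3e-10, same test). Adenosine kinase A, which phosphorylates adenosine, rose from 5.09 ± 1.9 to 179 ± 7.02 CPM (log2 fold change 5.13, SE 0.22, adjusted p = 3.1e-10, same test). Noggin reached 43.4 ± 10.3 CPM (log2 fold change 7.65, SE 0.52, adjusted p = 3.4e-08, same test). A zinc finger protein, a pleckstrin homology domain protein, a LIM domain protein and a gelsolin repeat protein, the last an actin-binding type, had log2 fold changes of 5.35, 4.54, 4.31 and 4.30.

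The largest falls over the same days included serpin, from 493 ± 8.13 to 17 ± 4.22 CPM (log2 fold change -4.86, SE 0.32, adjusted p = 2.9e-08, same test). A 7 transmembrane receptor fell from 113 ± 6.37 to 14 ± 0.842 CPM (log2 fold change -3.02, SE 0.20, adjusted p = 3.0e-08, same test). A phosphatase of the Ser/Thr family fell from 115 ± 15.8 to 9.32 ± 2.61 CPM (log2 fold change -3.61, SE 0.32, adjusted p = 8.5e-07, same test). A GTP-binding domain protein, a protein with a glutathione S-transferase domain and a leucine-rich repeat protein fell with log2 fold changes of -2.68, -2.79 and -3.86.

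At T10 against T0 the dynein light chain stood at 275 ± 11.6 CPM (log2 fold change 5.60, SE 0.21, adjusted p = 5.9e-11, same test). Adenosine kinase A stood at 229 ± 24.3 (log2 fold change 5.48, SE 0.22, adjusted p = 7.6e-11, same test), actin at 256 ± 59.6 and Noggin at 56.1 ± 11.8 CPM. A zinc finger protein rose from 0.701 ± 0.197 to 33.2 ± 10.2 CPM (log2 fold change 5.53, SE 0.39, adjusted p = 4.4e-08, same test). A small heat shock protein of the Hsp20 family rose from 0.792 ± 0.402 to 25.6 ± 4.12 CPM (log2 fold change 4.97, SE 0.41, adjusted p = 2.4e-07, same test), and a C2H2-type domain protein went from no count to 10.8 ± 1.05 CPM, at least 23.7-fold higher. Serpin fell further to 2.63 ± 1.75 CPM (log2 fold change -7.60, SE 0.38, adjusted p = 8.6e-10, same test), and the 7 transmembrane receptor to 5.91 ± 1.66 CPM. Bone marrow proteoglycan went from 15.8 ± 1.95 CPM to no count, at least 57-fold lower.

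In all, 621 transcripts were higher and 241 lower at T5 than at T0, and 923 higher and 779 lower at T10 than at T0. With scaling by library size alone, T5 has 1199 higher and 93 lower, and T10 has 2227 higher and 270 lower. The median log2 fold change of all tested genes is then 0.45 and 0.78 (0.25 for T10 against T5), against 0.06 and 0.16 (0.02) with TMM.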

The number of proteins with significantly changed levels was notably lower: all in all, in the corresponding stage comparisons we detected 35, 0, and 44 upregulated and 40, 18 and 147 downregulated proteins. This suggests that the lowest number of changed transcripts—and conversely the highest number of changed proteins—was observed in a comparison of T5 vs. T10 time points.

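Between T5 and T10, myophilin, a calponin-like muscle protein, rose from 255 ± 4.5 to 756 ± 93.3 CPM (log2 fold change 1.57, SE 0.16, adjusted p = 6.8e-05, edgeR's quasi-likelihood test). A tetraspanin, a membrane protein, rose from 16.4 ± 7.39 to 57.4 ± 23.2 CPM (log2 fold change 1.80, SE 0.32, adjusted p = 0.0066, same test). An innexin of gap junctions rose from 48.6 ± 21.8 to 124 ± 7.9 CPM (log2 fold change 1.35, SE 0.25, adjusted p = 0.008, same test). A protein named surfactant protein B, of the saposin type, rose from 309 ± 95.2 to 809.6 ± 235 CPM (log2 fold change 1.39, SE 0.23, adjusted p = 0.0037, same test). Protein phosphatase 1 regulatory subunit 12A, which acts on myosin, and a TLC domain protein, a lipid-linked type, had log2 fold changes of 1.64 and 1.69. Myoglobin 2 fell to 23.2 ± 10.8 CPM (log2 fold change -2.89, SE 0.34, adjusted p = 3.1e-04, same test). Glutamate dehydrogenase, which deaminates glutamate, fell from 105 ± 19.7 to 31.6 ± 6.83 CPM (log2 fold change -1.74, SE 0.19, adjusted p = 1.9e-04, same test). Transketolase of the pentose phosphate pathway fell from 15.6 ± 5 to 5.44 ± 0.332 CPM (log2 fold change -1.52, SE 0.27, adjusted p = 0.006, same test). The polyprotein of an R2 retrotransposon fell from 3159 ± 912 to 1056 ± 310.4 CPM (log2 fold change -1.58, SE 0.25, adjusted p = 0.0026, same test). Pyrimidine 5'-nucleotidase, a universal stress family protein and the transcription factor LCR-F1 fell with log2 fold changes of -2.17, -1.26 and -1.25.

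The paper draws its ranking from the numbers of changed transcripts and proteins in each comparison. In this comparison 91 transcripts were higher and 84 lower, and 189 higher and 35 lower with scaling by library size alone. Single libraries move these counts by more than 1.5-fold. Higher and lower transcripts numbered 43 and 36 without T5 replicate 1, 36 and 35 without T5 replicate 2, and 141 and 169 without T5 replicate 3. They numbered 126 and 316 without T10 replicate 1, 58 and 66 without T10 replicate 2, and 41 and 39 without T10 replicate 3. Every one of these totals is below the 862 transcripts changed between T0 and T5.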

Figure 5 shows these molecular changes in *F. hepatica* eggs in a graphical form. Box plots (Fig. 5a,b) provide a summarised overview of the dynamics of the transcriptome and proteome at different points of development, where the height of the boxes represents an overall variation in RNA or protein levels. 

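Over the transcripts with an adjusted p under 0.05, the log2 fold changes of T5 against T0 had quartiles of -0.697 and 1.18 around a median of 0.613. For T10 against T0 the quartiles were -0.984 and 1.189 and the median 0.591, and for T10 against T5 they were -0.832 and 0.74 with a median of -0.608. The signs of these medians depend on the processing. DESeq2 gave -0.35 for T5 against T0 and -0.368 for T10 against T0. For T10 against T5 the median was 0.71 with scaling by library size alone and 0.634 with limma on log2(TPM + 1).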

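The interquartile range of the log2 fold changes was 1.88 for T5 against T0, 2.17 for T10 against T0 and 1.57 for T10 against T5. This order depends on the processing, and T10 against T5 had the widest range in other settings. The ranges were 0.89, 1.07 and 1.39 with scaling by library size alone and 0.66, 0.86 and 1.58 with limma on log2(TPM + 1). Without T5 replicate 1 they were 2.07, 2.18 and 2.27. A change of more than 2-fold in either direction was found for 43.0, 55.7 and 30.3% of the transcripts that passed the adjusted p. The value for T10 against T5 was 65.6% without T5 replicate 1 and 72.4% without T5 replicate 2, the highest of the 3 comparisons in those fits. In them 131 and 105 transcripts passed for T10 against T5, against 647 with all 9 libraries. With fewer libraries mainly larger changes pass, so the ranges and percentages of these fits do not show larger changes between T5 and T10.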

Figure 5a shows a low interquartile range (log_2_FC < 2.4), which indicates that 50% of significantly differentially expressed transcripts show minor changes in expression throughout the process of egg maturation. 

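Noggin, serpin, the cathepsin L model CL1_3a and adenosine kinase A each changed more than 16-fold, that is beyond a log2 fold change of 4. In T5 against T0, 182 transcripts did so, of which 55 had a median TPM above 0 at both time points and 127 did not. In T10 against T0 there were 246, 77 of them detected at both time points, and in T10 against T5 there were 26, 5 of them detected at both. With limma on log2(TPM + 1) the numbers beyond 4 were 26, 52 and 2. For T10 against T5 they ran from 10 without T5 replicate 1 or 2 to 67 without T10 replicate 1.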

Only a few transcripts show major changes. Compared to the data from the other time points, T5–T10 show slightly less pronounced changes in transcript levels.

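The median size of the log2 fold change, without its sign, was 0.91 for T5 against T0, 1.09 for T10 against T0 and 0.80 for T10 against T5. The order is not stable. The sizes were 1.01, 1.1 and 1.14 without T5 replicate 1, and 0.99, 1.12 and 1.19 without T5 replicate 2. With only the 6 libraries compared they were 0.81, 1.11 and 0.98. All these sizes cover only transcripts that passed the adjusted p. For T10 against T5 these were 647 with all libraries, but 131, 105 and 282 in the other fits. Mainly larger changes pass with fewer libraries, so the other fits do not show larger changes between T5 and T10. The retrotransposon and glutamate dehydrogenase transcripts are above each of these median sizes for T10 against T5. The paper names no measure for this comparison, and earlier reads box height as overall variation.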

**Figure 5:**
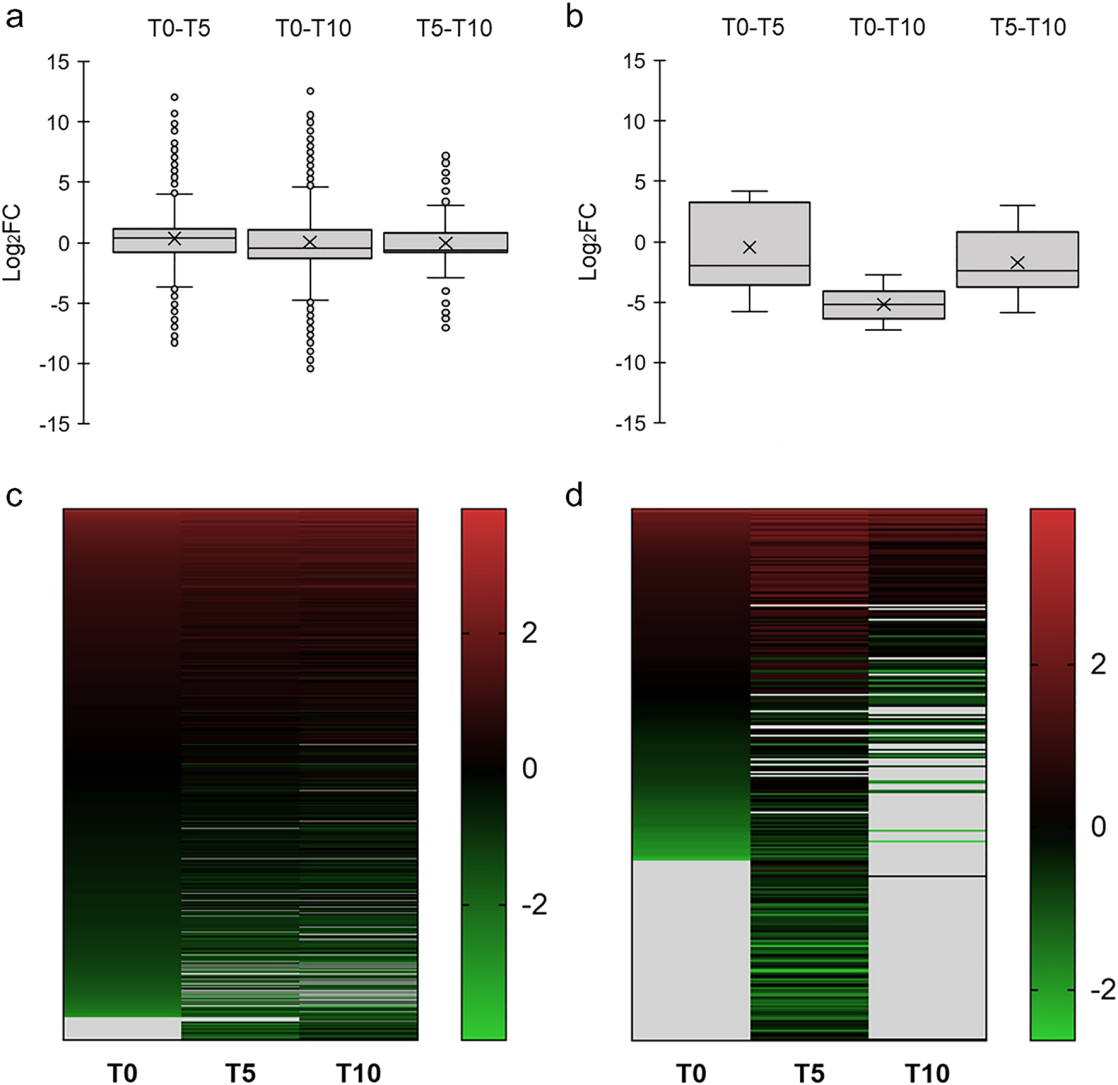
Statistically significant changes in the transcriptome and proteome in *F. hepatica* eggs at different points of development. The box plots provide an overview of transcriptome (**a**) and proteome (**b**) variability in different sample pairs. Transcripts and proteins with the most prominent changes in gene expression levels are located the furthest from zero on the y-axis. The heat maps show a global overview of changes in RNA levels of differentially expressed genes (**c**) and differentially translated proteins (**d**) at single gene/protein resolution. The gene/protein ranking is based on relative abundance detected at T0, with the most abundant transcripts appearing at the top of the heat map (red) and those with the lowest abundance appearing at the bottom (green). Differences in the expression/translation are given as Z-score values. Genes which were not expressed at a particular time point are presented in grey.

The same analysis was conducted for the proteome (Fig. 5b). As with the transcriptome, analysis of the proteomic data revealed that the number of changes in protein expression slightly decreases as time progresses, which is most noticeable when comparing changes between T0 and T10. 

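Between T0 and T10 ribosomal protein L35 rose from 176 ± 8.97 to 576 ± 249 CPM (log2 fold change 1.71, SE 0.23, adjusted p = 2.7e-05, edgeR's quasi-likelihood test). Ribosomal protein S4 rose from 461 ± 13.5 to 1159.7 ± 355 CPM (log2 fold change 1.33, SE 0.20, adjusted p = 5.8e-05, same test). Of the 65 tested cytosolic ribosomal proteins 38 were higher, 2 lower and 25 neither, the same 38 and 2 when adjusted over the list alone, but 63 and 0 with scaling by library size alone and 62 and 0 with limma. Histone H3 rose from 20.6 ± 5.61 to 70.4 ± 14.8 CPM (log2 fold change 1.77, SE 0.24, adjusted p = 2.1e-05, same test). Of 10 histones 4 were higher and 6 neither (4 and 0 adjusted over the list alone), but 6 were higher by library size and 7 with limma. The chaperonin CCT, which folds actin and tubulin, had 7 of 9 subunits higher and 1 lower (7 and 1 adjusted over the list alone). Its subunit gamma rose from 34.2 ± 4.72 to 107 ± 15.9 CPM (log2 fold change 1.65, SE 0.18, adjusted p = 4.4e-06, same test). A tubulin beta rose from 204 ± 15.8 to 1032 ± 50.1 CPM (log2 fold change 2.34, SE 0.16, adjusted p = 2.9e-08, same test). A tubulin alpha rose from 151 ± 3.81 to 656 ± 43 CPM (log2 fold change 2.12, SE 0.16, adjusted p = 1.1e-07, same test). Of 11 tubulins 4 were higher and 3 lower (4 and 3 adjusted over the list alone), but 6 and 2 by library size. Of 32 splicing factors 13 were higher, 4 lower and 15 neither (13 and 4 adjusted over the list alone), but 27 and 1 by library size and 25 and 1 with limma. The RNA-binding protein hnRNP A2 rose from 226 ± 32 to 585 ± 35.3 CPM (log2 fold change 1.37, SE 0.18, adjusted p = 1.6e-05, same test).

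Pyruvate kinase, which makes ATP in the last step of glycolysis, fell to 209 ± 72.7 CPM (log2 fold change -2.07, SE 0.21, adjusted p = 2.4e-06, same test). Of 14 glycolytic enzymes 4 were higher, 8 lower and 2 neither (4 and 8 adjusted over the list alone). Glutathione peroxidase fell to 593 ± 169.7 CPM (log2 fold change -1.75, SE 0.21, adjusted p = 9.2e-06, same test). Of 19 antioxidant and detoxification enzymes 5 were higher, 10 lower and 4 neither (5 and 10 adjusted over the list alone). Tyrosinase, which tans the eggshell, fell from 2674 ± 185 to 1011 ± 340.1 CPM (log2 fold change -1.40, SE 0.22, adjusted p = 9.4e-05, same test). In the same direction, none of 8 eggshell and vitelline products was higher and 5 were lower (0 and 5 adjusted over the list alone). A helix-loop-helix protein, a transcription factor type, fell from 558 ± 30.2 to 141 ± 45.2 CPM (log2 fold change -1.99, SE 0.21, adjusted p = 3.2e-06, same test). Zinc finger homeobox protein 1 fell from 1199 ± 23.3 to 399.7 ± 131 CPM (log2 fold change -1.58, SE 0.22, adjusted p = 3.0e-05, same test). ELAV-like protein, which binds RNA in neurons, fell to 909.6 ± 180.5 CPM. Of 11 synaptic proteins and ion channels 2 were higher and 8 lower (2 and 8 adjusted over the list alone). The numbers were 3 and 4 by library size and 3 and 5 with limma.

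Of the chaperones of the HSP70, HSP90 and DnaJ types 6 were higher and 12 lower (6 and 13 adjusted over the list alone), but 9 higher and 6 lower with scaling by library size alone. Of the 42 subunits of the respiratory chain and ATP synthase 9 were higher and 5 lower (8 and 5 adjusted over the list alone), but 5 higher and 9 lower with RLE scaling, and 33 or 32 higher and none lower by library size or with limma. Of the lysosomal proteins 2 were higher and 8 lower (2 and 8 adjusted over the list alone), but 5 and 4 by library size. By adjusted p alone, the rule used for the lists, 1928 of all 6319 tested genes were higher and 1461 lower at T10 than at T0. The 9 of 42 respiratory subunits that were higher lie below that share. Over all changed transcripts the share that was higher was 72.0% at T5 against T0, 54.2% at T10 against T0 and 52.0% at T10 against T5. It was 92.8, 89.2 and 84.4% with scaling by library size alone, 65.1, 46.2 and 46.7% with RLE scaling, 62.8, 45.3 and 45.8% with DESeq2, and 89.0, 85.2 and 80.8% with limma on log2(TPM + 1).

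**Figure D2:**
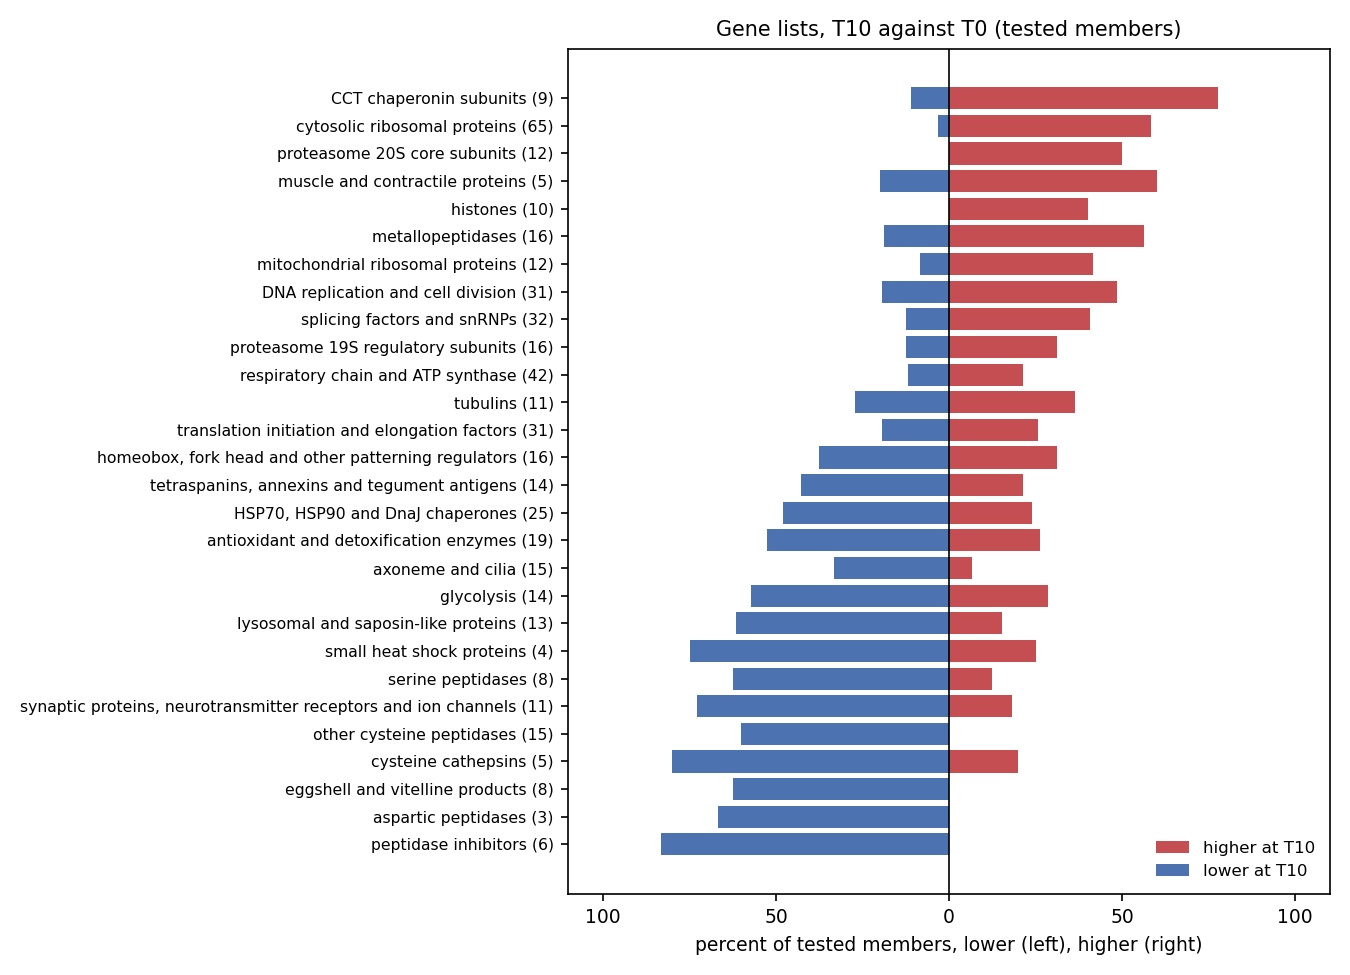
Percent of the tested members of each of 28 gene lists that were higher (right) or lower (left) at T10 than at T0, with TMM scaling and the n of each list. Ribosomal proteins lie to the right with 38 of 65 higher, and the direction of the chaperones of the HSP70, HSP90 and DnaJ types, other cysteine peptidases, patterning regulators and lysosomal proteins turns with scaling by library size alone, that of the respiratory chain and translation factors with RLE or DESeq2.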

Interestingly, the dispersion of upregulated and downregulated genes was much more symmetric in the transcriptomic data, while the proteome showed a clear tendency towards a higher number of downregulated proteins. For a full description (numerical representation of the box plots), see Supplementary file 6.

Heat maps (Fig. 5c,d) show an overall profile of these changes at individual protein-coding gene/protein resolution. 

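From T0 to T5 several transcripts of DNA replication rose. Replication protein A, which binds single-stranded DNA, rose from 120.3 ± 5.53 to 305 ± 51.2 CPM (log2 fold change 1.34, SE 0.16, adjusted p = 1.5e-05, edgeR's quasi-likelihood test). The licensing factor MCM7 rose from 326 ± 43.8 to 829 ± 189 CPM (log2 fold change 1.35, SE 0.19, adjusted p = 1.1e-04, same test). Ribonucleoside-diphosphate reductase, which makes deoxynucleotides, rose from 181 ± 16.4 to 460.5 ± 89.2 CPM (log2 fold change 1.34, SE 0.21, adjusted p = 2.3e-04, same test). A cyclin domain protein fell from 894 ± 91.3 to 354 ± 67.8 CPM (log2 fold change -1.34, SE 0.20, adjusted p = 1.7e-04, same test). Of 31 members of DNA replication and cell division 10 were higher, 4 lower and 17 neither (12 and 4 adjusted over the list alone), but 17 and 2 by library size and 16 and 2 with limma. Histone H2A rose from 225 ± 21.6 to 449 ± 18.8 CPM (log2 fold change 1.00, SE 0.17, adjusted p = 3.7e-04, same test). Of 10 histones 3 were higher and none lower (3 and 0 adjusted over the list alone). Myophilin rose from 65.7 ± 10.2 CPM (log2 fold change 1.96, SE 0.16, adjusted p = 3.1e-07, same test). Annexin, a membrane-binding protein, rose from 352 ± 30.1 to 957 ± 196 CPM (log2 fold change 1.44, SE 0.17, adjusted p = 1.7e-05, same test). Among RNA-binding proteins, hnRNP H rose from 207 ± 15.4 to 515 ± 59.2 CPM (log2 fold change 1.32, SE 0.16, adjusted p = 1.9e-05, same test). Hsp90, a chaperone, rose from 19.3 ± 4.01 to 52.9 ± 4.49 CPM (log2 fold change 1.45, SE 0.18, adjusted p = 3.2e-05, same test). A glutathione S-transferase of the mu class rose from 149 ± 12.3 to 337 ± 64.3 CPM (log2 fold change 1.17, SE 0.16, adjusted p = 5.6e-05, same test).

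L-lactate dehydrogenase, which reduces pyruvate, fell from 54.8 ± 2.79 to 15.9 ± 5.79 CPM (log2 fold change -1.78, SE 0.26, adjusted p = 1.1e-04, same test). Fructose-bisphosphate aldolase fell from 3639 ± 568 to 1685 ± 335 CPM (log2 fold change -1.11, SE 0.20, adjusted p = 7.0e-04, same test). In sum, 1 of 14 glycolytic enzymes was higher and 6 were lower (2 and 7 adjusted over the list alone). By library size and with limma these were 3 and 4. Thioredoxin, a redox carrier, fell from 5226 ± 322 to 2561 ± 429 CPM (log2 fold change -1.03, SE 0.21, adjusted p = 0.0015, same test). A DnaJ co-chaperone fell from 329 ± 9.66 to 149.5 ± 20.3 CPM (log2 fold change -1.14, SE 0.19, adjusted p = 3.4e-04, same test). The chaperones of the HSP70, HSP90 and DnaJ types had 3 higher and 7 lower (3 and 7 adjusted over the list alone), but 5 and 2 with scaling by library size alone. A tetraspanin fell from 9133 ± 1204 to 4879 ± 870.2 CPM (log2 fold change -0.90, SE 0.21, adjusted p = 0.0032, same test). Of 14 tetraspanins, annexins and tegument antigens 2 were higher and 8 lower (3 and 9 adjusted over the list alone). The numbers were 3 and 5 by library size and with limma. Acid sphingomyelinase, a lysosomal lipase, fell from 582 ± 49.7 to 288 ± 38.5 CPM (log2 fold change -1.01, SE 0.20, adjusted p = 9.9e-04, same test). Of the respiratory chain and ATP synthase 1 subunit was higher and 8 were lower (1 and 8 adjusted over the list alone), but 17 were higher and none lower by library size. Of 65 cytosolic ribosomal proteins 12 were higher and 2 lower (9 and 1 adjusted over the list alone), but 50 and 0 by library size and 52 and 0 with limma. Of all 6319 tested genes 1364 were higher and 952 lower at T5 than at T0 by adjusted p, so the 12 of 65 do not exceed that share.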

Most striking changes in gene expression are found in a comparison between the T0 and T5 group. The variability of proteome (in terms of translated proteins) increased with age up to time point T5, while in 10-days-old eggs we did not detect a large part of proteins translated at earlier time points.

### Quantification of differentially expanded cysteine peptidases

We performed a thorough exploration of cysteine cathepsin isoforms identified in the egg transcriptome/proteome. This was preceded by a manual curation of *F. hepatica* genome assembly (PRJEB25283) using previously described sequences^12,13,50^. In total, we identified 17 cysteine cathepsin isoforms, 16 of which were detected in the RNA-seq data. 

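CB9 (maker-scaffold10x_1137_pilon-snap-gene-0.95-mRNA-1) is a cathepsin B that had 199 ± 10.6 TPM at T0, 589 ± 32.5 at T5 and 393 ± 101 at T10 (mean and SD of 3 libraries), and ranked 553, 267 and 378 among all transcripts. CL1_3a, a secreted cathepsin L, had 207 ± 58.2, 9.84 ± 4.71 and 5.19 ± 2.19 TPM. Together CL0 and CB9 held 12.1, 13.6 and 10.7% of the TPM of all named peptidases.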

Two cathepsin L isoforms (CL0 and CL1_3a) and one cathepsin B isoform (CB9) belonged to the most expressed peptidase transcripts (Table 1). 

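Of the 12 gene models described as cysteine cathepsins or papain-type peptidases in the tables used here, 5 had enough counts to be tested, namely CL0, CL1_2, CL1_3a, CL2 and CB9. The others had a mean under 1 CPM at T0. A model named cathepsin L protein had 0.437 CPM at T0 and no count at T5, and a cathepsin B4 model 0.109 CPM at T0 and no count at T5. At the depth of these libraries such levels amount to a few reads.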

RNA-seq identified ten transcribed cathepsin L isoforms, five cathepsin B isoforms, and one cathepsin F isoform across all three developmental stages of the eggs (Fig. 6). A translation of five cathepsin L members was detected by LC–MS/MS (named CL0, CL2, CL1_3a, CL1_3b, and CL1_2; see Fig. 3), whereby the first four belonged to the ten most abundantly expressed peptidases (Table 1). Isoform CL1_3b was quantified only in LC–MS/MS data and it was the only differentially expressed cathepsin downregulated at T5 time point (Fig. 8).

**Figure 6:**
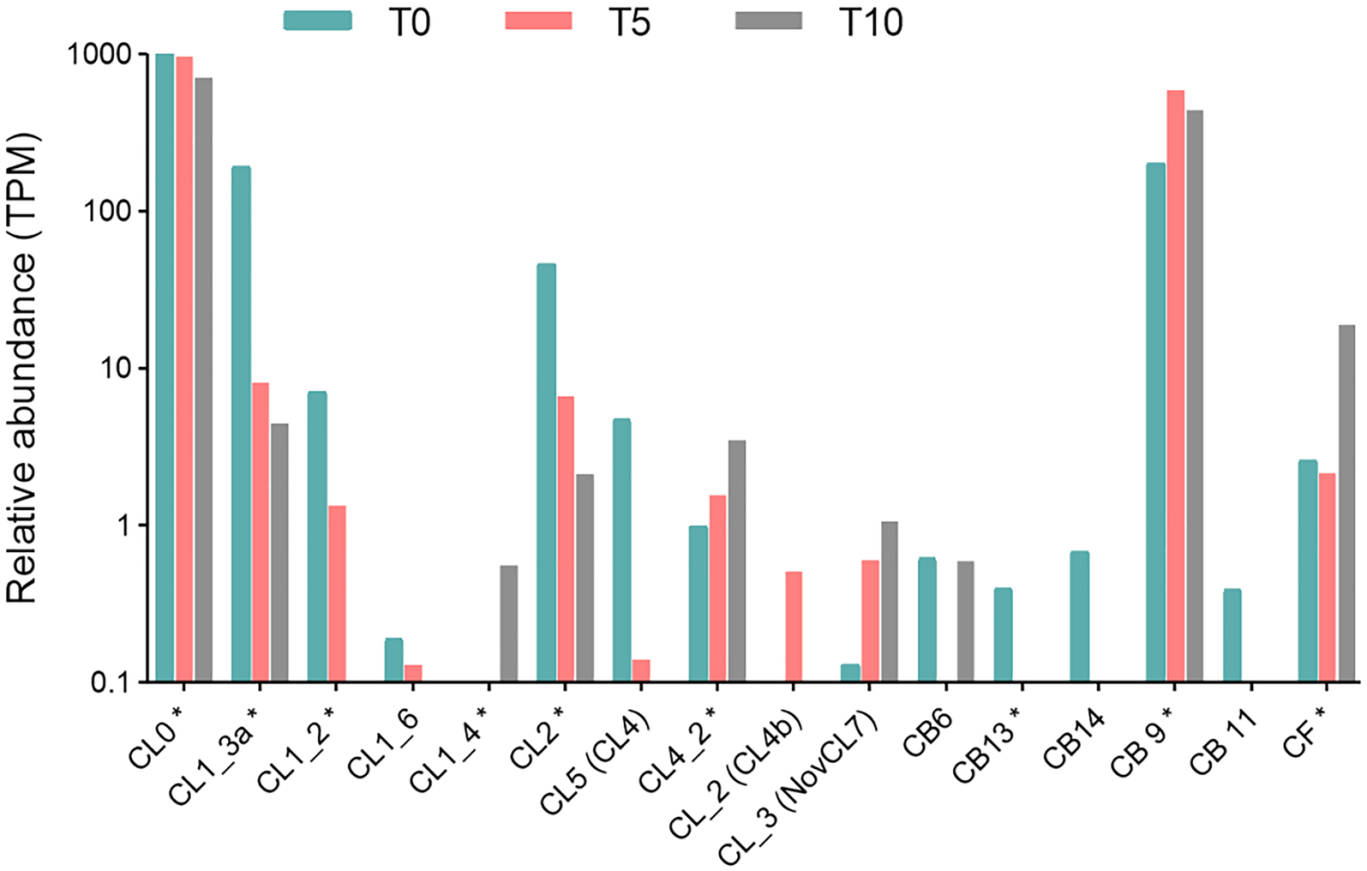
Relative expression of all transcripts coding cysteine cathepsins. Relative abundances (in TPM) are shown on a logarithmic scale. Isoforms marked by an asterisk were differentially expressed. Isoform CL1_3b was quantified only on protein level by LC–MS/MS. We used the Cwiklinski et al.^50^ nomenclature. Alternative cathepsins’ names used in McNulty et al.^13^ phylograms are shown in parentheses.

### Differential expression analyses focused on peptidases

Differential expression and translation of peptidases throughout the egg development was evaluated using the same approach as in the analyses of transcriptome and proteome (see above). The results are depicted in heatmaps (Figs. 7 and 8). 

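Calpain-2, a calcium-activated cysteine peptidase of the cytosol, fell from 171 ± 9.91 CPM at T0 to 89.2 ± 15.7 at T5 (log2 fold change -0.94, SE 0.27, adjusted p = 0.014, edgeR's quasi-likelihood test). At T10 it stood at 47.5 ± 26.1 CPM (log2 fold change -1.85, SE 0.28, adjusted p = 5.9e-05, same test). Ubiquitin thioesterase, a deubiquitinase, fell to 129 ± 17.4 CPM at T10 (log2 fold change -1.04, SE 0.14, adjusted p = 2.6e-05, same test). Pyroglutamyl-peptidase, which removes N-terminal pyroglutamate, fell to 92.5 ± 11.6 CPM at T5 (log2 fold change -0.64, SE 0.15, adjusted p = 0.004, same test). Caspase-3, an apoptotic peptidase, was lower at T10 than at T0 by 0.59 in log2 and a ubiquitin carboxyl-terminal hydrolase by 1.07. Of the 15 tested cysteine peptidases other than cathepsins, none was higher at T5 than at T0, 4 were lower and 11 neither. Adjusted over the list alone these were 0 higher and 4 lower, and with scaling by library size alone 1 and 1. At T10 none was higher, 9 were lower and 6 neither (0 and 10 adjusted over the list alone). Here 5 were higher and 4 lower with scaling by library size alone.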

Most cysteine peptidases were expressed in the freshly laid eggs (T0) (Fig. 7) but several cysteine peptidases (n = 12) were upregulated at later developmental stages, e.g., calpain B, separin, and ataxin (at stage T5) and cathepsin F (at T10). Nine cathepsin genes were found differentially expressed according to the RNA-seq data. 

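Of the 5 testable cathepsin transcripts 1 was higher and 4 lower at T5 than at T0 (1 and 4 adjusted over the list alone). By library size alone or with limma these were 1 and 3. Between T0 and T10 the same 4 were lower and 1 higher. CB9 was the one that rose, from 237 ± 21.2 to 536 ± 34.6 CPM (log2 fold change 1.17, SE 0.15, adjusted p = 3.2e-05, edgeR's quasi-likelihood test). At T10 it had 314 ± 40 CPM (log2 fold change 0.40, SE 0.15, adjusted p = 0.031, same test), but with RLE factors or DESeq2 no cathepsin was higher at T10 than at T0, and it fell between T5 and T10 (log2 fold change -0.77, SE 0.15, adjusted p = 0.0081, same test). From T5 to T10 CB9 was the only one lower, and all 5 were lower when adjusted over the list alone.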

Expression of cathepsins L isoforms decreases as the egg matures. 

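CL1_3a fell from 145 ± 34.8 to 5.45 ± 2.99 CPM (log2 fold change -4.75, SE 0.37, adjusted p = 1.8e-07, edgeR's quasi-likelihood test). It reached 2.66 ± 1.58 CPM at T10 (log2 fold change -5.80, SE 0.40, adjusted p = 2.9e-08, same test). CL2 fell from 31.8 ± 2.92 to 3.39 ± 1.62 CPM (log2 fold change -3.24, SE 0.43, adjusted p = 5.2e-05, same test). At T10 it was at 1.25 ± 0.77 CPM (log2 fold change -4.68, SE 0.47, adjusted p = 2.0e-06, same test). CL1_2 fell from 7.62 ± 3.79 to 1.02 ± 0.111 CPM (log2 fold change -2.89, SE 0.86, adjusted p = 0.016, same test). CL0 had the smallest fall, from 2056 ± 117 to 1337 ± 140.2 CPM (log2 fold change -0.62, SE 0.20, adjusted p = 0.021, same test), and its call at T5 is lost with library size alone, with limma and without T5 replicate 3. It stood at 934 ± 275 CPM at T10 (log2 fold change -1.14, SE 0.20, adjusted p = 1.9e-04, same test). Between T5 and T10 none of the 4 cathepsins L passed an adjusted p of 0.05 over all genes, although the 9 cathepsins tested with DESeq2 had 5 lower and none higher. The adjusted p was 0.099 for CL0, 0.11 for CL1_3a, 0.058 for CL2 and 0.053 for CL1_2 from the same test.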

After the initial upregulation of aspartic peptidase cathepsin D (one of the most expressed peptidases), its expression gradually decreased (from 3850 TPM at T0 to 2400 TPM at T10; Table 1). 

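In CPM cathepsin D fell from 4901 ± 539 to 3229 ± 634 CPM (log2 fold change -0.60, SE 0.21, adjusted p = 0.037, edgeR's quasi-likelihood test). By T10 it fell to 1991 ± 487 CPM (log2 fold change -1.30, SE 0.22, adjusted p = 1.3e-04, same test), and T10 was below T5 as well (log2 fold change -0.70, SE 0.21, adjusted p = 0.049, same test). Signal peptide peptidase 2A, an aspartic peptidase of membranes, fell from 424 ± 33.2 to 171 ± 55.7 CPM (log2 fold change -1.31, SE 0.19, adjusted p = 5.4e-05, same test). The other signal peptide peptidase did not change at T10 against T0 (log2 fold change -0.24, SE 0.13, adjusted p = 0.14, same test), and with scaling by library size alone its log2 fold change is 0.38. None of these 3 aspartic peptidases was higher and 2 were lower at T5 and at T10 than at T0. Adjusted over the list alone the numbers were also 0 and 2. With DESeq2 or RLE factors all 3 were lower at T10, and with library size alone or limma none was lower at T5.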

All isoforms of proteasome subunits formed by threonine peptidases were overexpressed at the T10 time point. 

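Subunit beta_3 of the proteasome core rose from 56.7 ± 7.78 to 91.5 ± 5.73 CPM (log2 fold change 0.69, SE 0.18, adjusted p = 0.0036, edgeR's quasi-likelihood test). Beta_1 rose from 138 ± 7.21 to 206 ± 28.8 CPM (log2 fold change 0.58, SE 0.14, adjusted p = 0.0027, same test) and beta_2 by 0.53 in log2. The subunits alpha_1 and beta_4 did not change between T0 and T10, with log2 fold changes of 0.12 and 0.22 and adjusted p of 0.49 and 0.25 from the same test. Of the 12 subunits of the 20S core, which carries the threonine peptidases, 6 were higher at T10 than at T0, 6 neither and none lower (6 and 0 adjusted over the list alone), and 11 had a log2 fold change above 0, with a range of -0.05 to 0.85. With scaling by library size alone all 12 were higher, by 0.57 to 1.47. At T5 against T0 only beta_1 was higher (log2 fold change 0.40, SE 0.14, adjusted p = 0.034, same test), but 6 of the 12 were with scaling by library size alone, 8 with limma on log2(TPM + 1), and none with DESeq2, RLE or upper-quartile factors. Of the 12, 2 were higher at T10 than at T5 (3 and 0 adjusted over the list alone), among them beta_3 (log2 fold change 0.82, SE 0.17, adjusted p = 0.012, same test).

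Of 16 subunits of the 19S regulatory particle, which unfolds substrates, 5 were higher and 2 lower at T10 than at T0 (5 and 2 adjusted over the list alone), but 13 and 1 with scaling by library size alone and 9 and 1 with limma. The P45 family subunit rose from 101 ± 7.67 to 164 ± 12.9 CPM (log2 fold change 0.70, SE 0.14, adjusted p = 4.9e-04, same test). Non-ATPase regulatory subunit 4, a ubiquitin receptor, fell from 325 ± 5.94 to 158 ± 53.6 CPM (log2 fold change -1.04, SE 0.19, adjusted p = 3.4e-04, same test). At T5 against T0 none of the 16 was higher and 2 were lower (0 and 2 adjusted over the list alone). With scaling by library size alone 7 were higher and 1 lower.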

Serine peptidases did not show a constant trend in terms of differential expression. For instance, furin, prolyl oligopeptidase, and dipeptidyl peptidase were expressed mainly directly after laying, while serine carboxypeptidase and lon protease homolog were upregulated in more mature eggs. 

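Furin, which cleaves proproteins in the secretory pathway, fell from 1283 ± 76.7 to 850.0 ± 156 CPM (log2 fold change -0.59, SE 0.20, adjusted p = 0.031, edgeR's quasi-likelihood test). It went down to 461 ± 134 CPM at T10 (log2 fold change -1.48, SE 0.21, adjusted p = 3.0e-05, same test). A peptidase named for the cercarial protease of schistosomes fell from 257 ± 6.51 to 76.3 ± 24.5 CPM (log2 fold change -1.76, SE 0.19, adjusted p = 3.8e-06, same test). A peptidase of the S1 family fell from 233 ± 41.2 to 71.6 ± 29.2 CPM (log2 fold change -1.71, SE 0.23, adjusted p = 2.5e-05, same test). The lon protease rose from 69.9 ± 11.9 to 155 ± 20.4 CPM (log2 fold change 1.15, SE 0.16, adjusted p = 9.4e-05, same test). It stood at 125 ± 11 CPM at T10 (log2 fold change 0.83, SE 0.16, adjusted p = 4.9e-04, same test). The signalase subunit SEC11 was lower at T5 (log2 fold change -0.52, SE 0.14, adjusted p = 0.0096, same test). At T10 its log2 fold change was -0.61, but 0.02 with scaling by library size alone. The model described here as prolyl oligopeptidase did not change, with log2 fold changes of -0.05 at T5 and 0.00 at T10, and a dipeptidyl peptidase model had 0.58 at T10 (adjusted p = 0.22, same test). Of 8 tested serine peptidases 1 was higher, 5 lower and 2 neither, both at T5 and at T10 against T0 (1 and 5 adjusted over the list alone). With library size alone 1 was higher and 1 lower at T5, and 2 higher and 3 lower at T10. Between T5 and T10 none was higher and 3 were lower (0 and 3 adjusted over the list alone).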

Finally, metallopeptidases were overexpressed mainly in the T10 group, except for leukotriene hydrolase and zinc carboxypeptidase, which were upregulated at the time point T0. 

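Cytosolic non-specific dipeptidase, which cleaves dipeptides, rose from 4.08 ± 1.92 to 19.1 ± 5.38 CPM (log2 fold change 2.22, SE 0.42, adjusted p = 8.6e-04, edgeR's quasi-likelihood test). It stood at 28.4 ± 13.2 CPM at T10 (log2 fold change 2.79, SE 0.42, adjusted p = 5.9e-05, same test). Mitochondrial methionine aminopeptidase 1D, which removes the first methionine, rose from 61.2 ± 4.66 to 111 ± 22.7 CPM (log2 fold change 0.86, SE 0.17, adjusted p = 6.6e-04, same test). The protease YME1 of the mitochondrial inner membrane was higher at T10 by 0.87 in log2. The zinc carboxypeptidase fell from 20.9 ± 5.87 to 4.15 ± 1.92 CPM (log2 fold change -2.33, SE 0.45, adjusted p = 4.4e-04, same test). Dipeptidyl peptidase 3 fell from 259 ± 9.96 to 140.4 ± 12.8 CPM (log2 fold change -0.89, SE 0.14, adjusted p = 9.3e-05, same test). Mov34/MPN/PAD-1, a deubiquitinase of the proteasome lid, did not change (log2 fold change 0.33, adjusted p = 0.062, same test). The list also holds subunits 1 and 2 of the mitochondrial cytochrome b-c1 complex, which count among its higher members at T10, by 2.31 and 0.44 in log2. Of 16 tested metallopeptidases 6 were higher and 3 lower at T5 than at T0 (6 and 3 adjusted over the list alone). At T10 9 were higher, 3 lower and 4 neither (10 and 3 adjusted over the list alone). By library size these were 9 and 0 at T5 and 12 and 1 at T10, with limma 9 and 1 and then 12 and 1, and with RLE factors or DESeq2 3 and 3 and then 7 and 3. Between T5 and T10 edgeR called none of the 16, none had an unadjusted p under 0.05, and DESeq2 called none of 19. Without T10 replicate 1, however, 2 were higher and 1 lower.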

As for mass spectrometry data, only ten peptidases (or their isoforms) were found differentially translated (Fig. 8). Cathepsin L1_3a, upregulated in eggs soon after laying, was downregulated at T5, and then strongly expressed at T10 (for relative abundances, see Fig. 6). An overexpression of proteasome subunits was observed also in older eggs. Curiously, most of the differentially translated metallopeptidases were not detected in more mature eggs, but the trend of elevated production of metallopeptidases could be observed in 5-days-old eggs.

**Figure 7:**
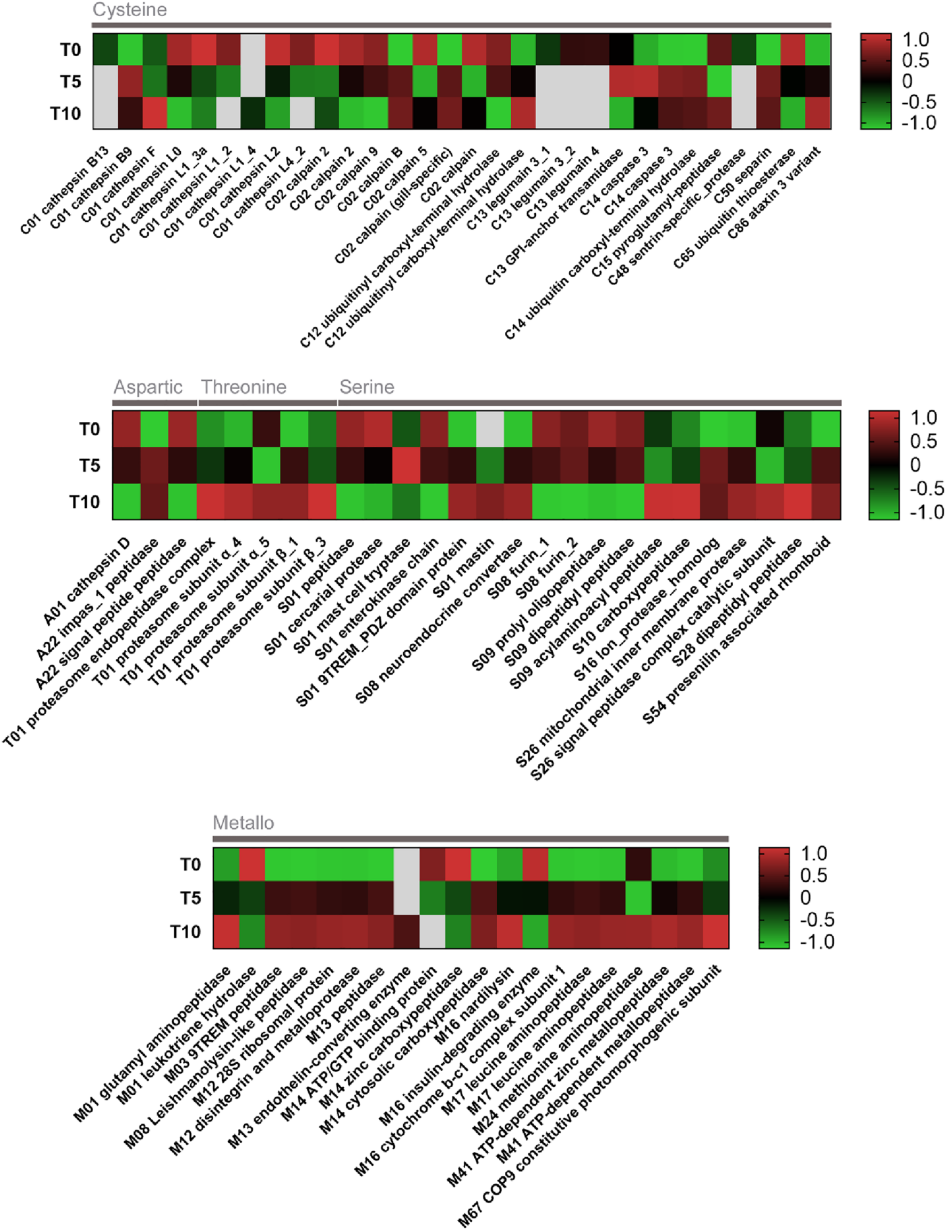
Expression dynamics of genes coding peptidases in *F. hepatica* eggs at different points of development. The heat maps show statistically significant changes in RNA levels of differentially expressed genes at a single gene resolution. Genes which are not expressed at a particular time point are coloured in grey. Differences in expression levels are shown as Z-score values. Gene names shown at x-axis begin with the peptidase family code; catalytic classes of peptidases are shown above the heatmap.

**Figure 8:**
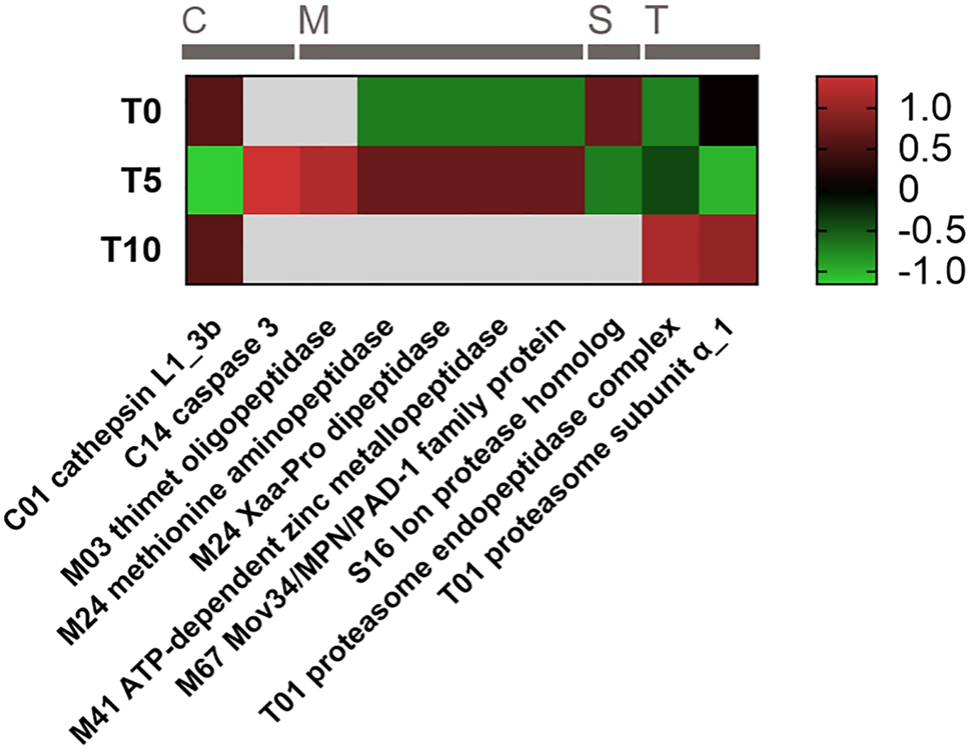
Statistically significant changes in the abundance of proteins with proteolytic activity based on LC–MS/MS quantification. The heat map shows statistically significant changes in protein abundance at a single gene resolution. Genes which are not expressed at a particular time point are coloured in grey. Differences in protein expression are shown as Z-score values. Gene names shown at x-axis begin with the peptidase family code; catalytic classes are shown above the heatmap (C—cysteine peptidases, M—metallopeptidases, S—serine peptidases, T—threonine peptidases).

### Biochemical characterisation of proteolytic activities, pH optima, and inhibition assays

Proteolytic activities in protein extracts from *F. hepatica* eggs were investigated also using a biochemical approach. Enzymatic activities were measured using a continuous kinetic assay with a complex library of internally quenched FRET substrates in buffers of a wide pH range (2–10). Proteolytic activities of extracts derived from eggs at different times after laying have different pH profiles (Fig. 9). The highest proteolytic activity of T0 eggs was detected in acidic conditions with a sharp optimum at pH 3.5 and two local optima at pH 5.5 and 7.5. At T5, on the other hand, the greatest activity was observed within pH range 8.0–9.0, and for T10 in alkaline pH around 8.0. Local optima were identified at pH 3.5 and 6.0 for T5 egg extract and around pH 4.5 and 5.5 for T10 egg extract. These findings indicate changes in the composition of peptidases during egg maturation.

**Figure 9:**
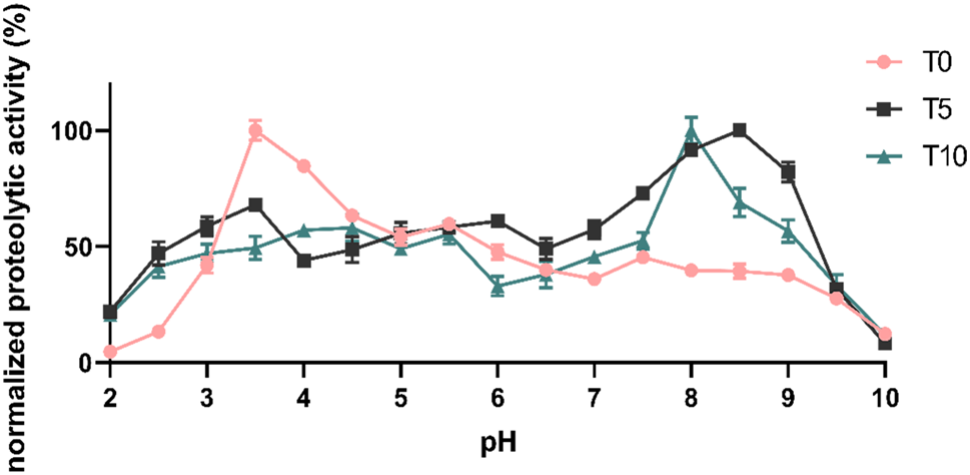
The pH profiles of proteolytic activity in extracts from *F. hepatica* eggs. Activities were measured using a library of FRET substrates in extracts from eggs collected 0, 5, and 10 days after laying (T0, T5, and T10, respectively). Data were normalised against the highest proteolytic activity recorded for each protein sample. Mean values are listed with the standard deviation.

In order to identify which peptidase classes contribute to the global proteolytic activity in *F. hepatica* eggs, the protein extracts were treated with five class-specific peptidase inhibitors which selectively target metallopeptidases (EDTA)^54^, cysteine (l-trans-epoxysuccinyl-leucylamido(4-guanidino)butane, E-64)^55^, serine (4-(2-aminoethyl)benzenesulfonyl fluoride, AEBSF)^56^, aspartic peptidases (pepstatin)^57^, and threonine catalytic subunits of proteasome (benzyloxycarbonyl-l-leucyl-l-leucyl-leucinal, MG132)^58^. Reactions were performed at three different pH levels (3.5, 6, 8.5), which were selected according to the previously established pH optima of proteolytic activities of the egg extracts. Data are visualised in Fig. 10.

**Figure 10:**
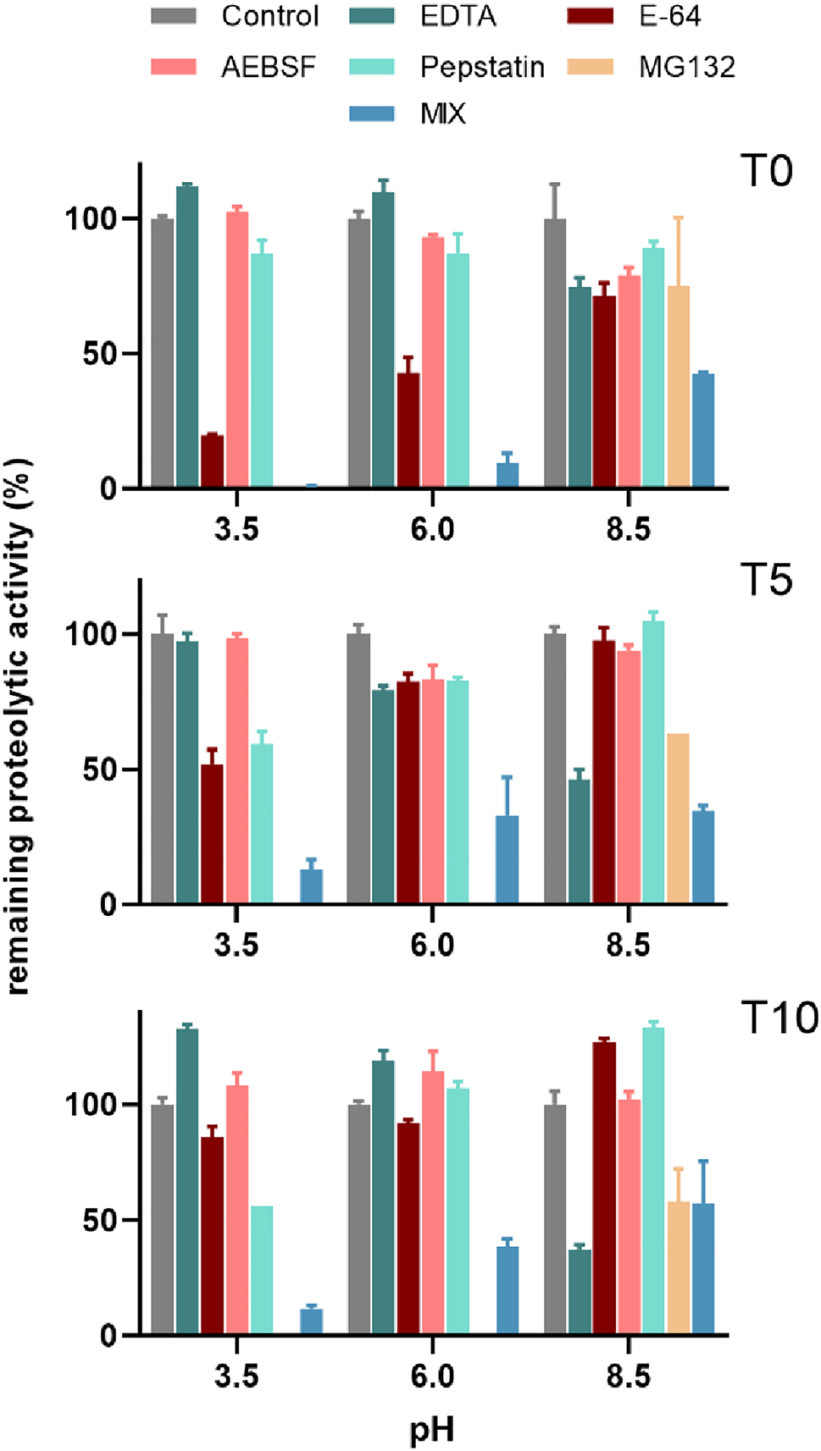
Inhibition of proteolytic activity in *F. hepatica* egg extracts using class-specific inhibitors. Proteolytic activity of protein extracts from *F. hepatica* eggs at 0, 5 and 10 days post laying (T0, T5 and T10, respectively) was assayed in the presence of class-specific inhibitors (EDTA, E-64, AEBSF, pepstatin, MG132) and a combination of all five inhibitors (MIX). Inhibitor of threonine peptidases (MG132) was used only at pH 8.5 due to its non-specific activity against cysteine peptidases in acidic environments. Inhibition of activity is expressed as the percentage of remaining proteolytic activity relative to a non-inhibited control (100%). Mean values are listed with standard deviation.

Cysteine peptidase inhibitor E-64 suppressed proteolysis at T0 in acidic pH 3.5 by 80%. A treatment of T5 and T10 samples with E-64 reduced the substrate turnover at this pH by 48% and 15%, respectively. It seems, therefore, that during the process of egg maturation the activity of cysteine peptidases gradually decreases. On the other hand, pepstatin, which inhibits aspartic peptidases, reduced the cleavage of substrate by 13%, 41%, and 44% at T0, T5, and T10, respectively, which indicates that egg development is accompanied by a growing presence of aspartic peptidases.

At mildly acidic pH 6, treatment with E-64 resulted in a 57% decrease of proteolytic activity in the T0 extract, which suggests a dominant role of cysteine peptidases. Inhibition by aspartic peptidase inhibitor pepstatin and serine peptidase inhibitor AEBSF caused only a slight decline in enzymatic activity (by 7% and 13%, respectively). Treatment of T5 extract with each of the five peptidase class inhibitors used in our study suppressed substrate cleavage by approx. 15–20%, while a combination of inhibitors reduced activity by approx. 65%, suggesting a complex contribution of different peptidase classes at T5. Analogous situation was observed in the T10 sample, where combined inhibitors of all five catalytic classes resulted in a 60% decrease in proteolytic activity.

Activity of metallopeptidases in extracts from eggs collected at all three time points was the strongest in alkaline environment (pH 8.5). EDTA provided increased inhibition by 25%, 54%, and 63% at T0, T5, and T10, respectively, which indicates a growing role of metallopeptidases during the process of egg development (similar to what was observed for aspartic peptidases at pH 3.5). A lower level of inhibition of activity by serine peptidase inhibitor AEBSF was observed in alkaline conditions in the T0 sample and in the T5 sample in neutral environment (by 20% and 16%, respectively), suggesting a role of serine peptidases. Moreover, alkaline pH creates optimal conditions for the activity of proteasome, whose subunits were identified among the most abundant peptidase-coding transcripts and translated peptidases (Table 1). Inhibition of activity at pH 8.5 with threonine peptidase inhibitor MG132 targeting proteasome resulted in a decreased activity by 25%, 40%, and 50% at T0, T5, and T10, respectively, which indicates that this group of peptidases is prevalent during the process of egg maturation. Incomplete inhibition in pH 6 and 8.5 indicates the presence of peptidases insensitive to the general class-specific inhibitors used in this study.

To conclude, our results showed that cysteine peptidases, which are active in acidic environments and prevalent especially in freshly laid eggs, are later partly replaced by aspartic peptidases. Egg maturation is accompanied by the initiation of metallopeptidase activity, which achieves its optimum in neutral and mildly alkaline environments. Threonine catalytic subunits of proteasome are active throughout the eggs’ development.

## Discussion

The eggs of fasciolids are well adapted to both the host and the outer environment, that is, two sets of conditions which vary in pH, temperature, biochemical composition, and in other respects. To respond effectively to these challenging, often unfavourable conditions, developmental stages of these parasites regulate the transcription of many genes. Unlike other intra-mammalian life-cycle stages, which were scrutinised using advanced high throughput sequencing technologies^11^, the embryonic stages of *F. hepatica* have not yet attracted such extensive research interest. To further our understanding of this developmental stage, we performed a comparative RNA-seq analysis aimed at identification of differentially expressed protein-coding transcripts, with a focus on peptidases, in eggs belonging to three stages: freshly laid eggs and eggs incubated for 5 and 10 days in 37 °C. This cultivation temperature was selected with the aim to mimic the environment of the host in order to monitor the molecular changes that take place during retention in the gall bladder and/or during the passage of eggs through the definitive host to the exterior environment. As shown by the viability assay, the exposure of freshly laid *F. hepatica* eggs to 37 °C for 5 and 10 days reduced their viability and ability to hatch. About 15% of eggs kept at 37 °C for 10 days were able to develop completely and release swimming miracidia, which indicates that the eggs retained within the host for days may continue to develop normally after being released to the external environment. Moreover, another 43% of these eggs have gone as far as the “eye spot” stage with moving embryos (25%) and cell division embryonating stage (18%). It is possible that the embryonation starts already within the host as evidenced by the eggs undergoing cell division observed after 5 days of incubation at 37 °C. It should be noted that other factors, such as pH, redox environment, presence of host enzymes, other molecules and elements which vary in bile ducts, gall bladder and different parts of intestine might contribute to the overall survival and development of the eggs. Hatchability of the control *F. hepatica* egg group (78%) is comparable with earlier studies conducted at temperature range 22–26 °C^34,59,60^.

Our study found a lower number of protein transcripts (7475, including 145 peptidases) than a study conducted on eggs from *F. hepatica* Uruguay isolate^13^ (9232 protein-coding transcripts, including 216 peptidases). In contrast to findings reported by Moxon et al.^21^, we did not observe a gradual increase in the variety of proteins with progressing egg development. In fact, the number of translated proteins quantified by LC–MS/MS was highest in 5-days-old eggs, and then it slightly declined. Our transcriptomic data do not support the raising molecular complexity either (in our study, 7005 transcripts were found at T0 vs. 6740 at T10).

In total, we identified 907 proteins, which is comparable with the 862 proteins observed in protein extracts from eggs of *Schistosoma japonicum*^61^. A majority of highly abundant proteins (43 out of 50, including alpha crystallin, GST, actin, thioredoxin peroxidase, or ferritin) was constitutively translated. This is in line with an earlier observation of stable production of 50 of the most abundant proteins^21^, which indicates that the main cellular components are constitutively expressed throughout egg development. Ten proteins reported by Moxon et al.^21^ were found among the first hundred most abundant proteins (highlighted in Supplementary file 5).

Proteins downregulated in aging eggs included for instance tubulin and fructose bisphosphate aldolase, while those intensely translated in 10 days old eggs were saposin-like protein, histone H4, or disulphide isomerase.

By combining transcriptomic and proteomic data, we aimed at a more precise analysis and functional annotation. Ultimately though, our data had shown that the dynamics of proteome does not always correspond to transcriptomic changes. A growing amount of evidence suggests that RNA abundances do not necessarily correlate with protein abundances^62,63^. It is possible that *F. hepatica* eggs can choose among several metabolic pathways to ensure optimal growth depending on current environmental conditions, which do often change. Changes in the transcription profile were most striking during the first 5 days of egg development.

Peptidases have different functions in a myriad of biological processes. According to the amino acid residue present in the active site of the peptidase, these enzymes can be grouped into seven catalytic types^64^. Previous studies have shown that serine, cysteine, aspartyl, and metallopeptidases from schistosome eggs participate in processes that result in excretion of the eggs from the host aided by the immune system response^52^. Of special importance in the case of trematodes are, due to their unique substrate specificity, cysteine cathepsins. *Fasciola* expanded the two types of cathepsin (L and B) into multigene families via gene multiplication^65^. The discrepancy between the number of peptidases predicted in our study (193) and that which was reported for *F. hepatica* Uruguay isolate^13^ (339) might be due to differences in the annotation methodology: while the abovementioned study annotated the dataset against the MEROPS database without any further filtering, we annotated the selected transcripts which were assigned GO terms related to ‘proteolysis’. This resulted in an exclusion of misleading annotations and a more accurate peptidase identification. Although earlier studies noted that peptidases are not importantly represented in *F. hepatica* eggs^21^, we detected active transcription of 145 peptidases in at least one studied time point. In our study, the predicted and quantified peptidase-coding transcripts represented about 2% of all protein-coding transcripts. These data are comparable with the study on the Uruguay isolate, where the predicted and quantified peptidase-coding transcripts were represented by 2.3% of all protein coding transcripts^13^. On the protein level, we were able to quantify 35 peptidases using LC–MS/MS, that is, 3.9% of all quantified proteins. Although we observed a relatively high variety of transcribed/translated genes coding peptidases, they represented between 10,000 to 13,000 TPM/PPM, respectively, that is about 1% and 1.3% of all quantified transcripts/proteins. This ratio is relatively low comparing to metacercariae and NEJ lifecycle stages, where transcripts encoding just cathepsins B1, B3, and legumain were represented by over 10,000 TPM^50^. The proportion of peptidases in terms of the sum of TPM/PPM values slightly increased in the course of the incubation process. Similarly, proteins associated with proteolytic activities were identified as overexpressed in mature eggs of *S. japonicum*^61^.

A more thorough exploration of egg peptidase composition had shown that cysteine peptidases were responsible for majority of proteolytic activity in acidic environment. While this activity diminished in the course of egg development, activity of aspartic peptidases, metallopeptidase, and proteasome increased. These changes were partially reflected in the transcriptomic data. Most genes coding for cysteine peptidases were downregulated as the eggs developed, while proteasome subunits and metallopeptidases were upregulated in older eggs. The most abundant peptidases detected in our study play a role in intracellular degradation of both lysosomal (cysteine peptidases) and cytoplasmic (threonine peptidases of proteasome) proteins.

Cysteine cathepsins of fasciolids, schistosomes, and opisthorchiids had undergone a remarkable amplification and diversification. They are vital for *F. hepatica* excystment, digestion, immune evasion, modulation, and migration. The varied proteolytic activity of these gene families reflects the changing requirements of lifecycle stages^65^ and their gene expression is meticulously regulated throughout the parasites’ lifecycle. For instance, stage-specific sequencing revealed that cathepsin B is most significantly overexpressed in metacercariae (cathepsin B), whereas isoforms of cathepsin L prevail in the NEJ. Both are secreted to the outer environment of the parasite, both are represented by over 10,000 TPMs^50^, and belong to the top five genes most significantly overexpressed by metacercariae. But existing knowledge of functions of these enzymes in both intramoluscan stages and parasite eggs is rather limited. Cwiklinski et al.^50^ clarified the number of known cathepsins by integrating the results of a number of previous studies^12–14^. Based on current genome assemblies, they identified 23 cathepsin L variants and 11 cathepsin B sequences, and corroborated them by RNA-seq^50^.

We examined the datasets in order to assess the variety of cysteine cathepsins expressed in developing eggs. Cathepsins L form five distinct clades (CL1–CL5) differring in residues in their S2 subsite which determine their substrate specificity. Additionally, a novel cathepsin L isoform (NovCL0) transcribed in eggs was reported in the *F. hepatica* Uruguay strain^13^. This cysteine peptidase is closely related to its vertebrate homolog, which was also the most abundant cathepsin L isoform detected in our samples: it is probably basal to all lineage-specific expansion. It was constitutively expressed with TPM reaching just under 1000 and relative abundance on the protein level at approx. 250 PPM. Additionally, RNA-seq confirmed the transcription of another nine cathepsin L transcripts. Three cathepsin L1 members and cathepsin L2 were also detected by LC–MS/MS, which supports the notion that the greatest expansion occurred among CL1 genes^14^. Cathepsin B9, the most basal of all cathepsins B^50^, which is also overexpressed in metacercariae, was relatively abundant in all three studied egg groups. Based on phylogenetic analyses, it used to be thought that *Fasciola* sp. produces only two types of clan C1 papain-like cysteine endopeptidases, namely cathepsin L and cathepsin B^66^, but a study by McNulty et al.^13^ reported also the existence of cathepsin F. Transcripts of this gene, which is highly amplified in opisthorchiids, were quantified also in our study (between 2–18 TPM).

Another important group of cysteine peptidases of trematodes are legumains (clan CD, family C13 asparaginyl endopeptidases), which are responsible for activation of cysteine cathepsins and highly abundant in the NEJ. Whereas *F. hepatica* genome assemblies revealed ten members of this gene family^12^, around one hundred isoforms have been estimated for *Opisthorchis viverrini*. In our study, minimal levels of legumain transcription in freshly laid eggs and the failure to detect them on the protein level at all indicate that *F. hepatica* eggs rely on other ways of cathepsin activation, such as autocatalytic cleavage at reduced pH.

Aspartic peptidase cathepsin D was intensely transcribed and translated in eggs of all studied time points in our study, but was not expressed in eggs from *F. hepatica* Uruguay isolate^13^. This endopeptidase, most active at acidic pH, contributes to lysosomal proteolysis and to the processing of antigens for the MHC class II system^67^.

Proteolytic activity in alkaline conditions was attributed mainly to threonine peptidase (proteasome) and metallopeptidases and was most prominent in eggs 10 days after laying. This trend was clearly observable in transcriptomic data but not recorded by proteomics. The relative abundance of members of the metallopeptidase family—such as leucine aminopeptidase (an immunodominant antigen known from adult *F. hepatica*^68^), pitrilysin, cytochrome b-c1 complex subunit with peptidase activity, and methionine aminopeptidase (with a role in cotranslational removal of N-terminal methionine in protein synthesis)—seldom reached 100 PPM. Expression of thimet oligopeptidase was recorded only in 5-days-old eggs. It is implicated in degrading peptides released by proteasomes and is also a significant factor limiting the extent of antigen presentation. Leucine aminopeptidase and thimet oligopeptidase were detected also in *S. mansoni* secretomes^33^, whereby, as shown by RNA interference, leucine aminopeptidase plays a crucial role in egg hatching process^69^.

Low protein expression and minimal proteolytic activity was observed in serine peptidases. Interestingly, three serine peptidases detected up to the fifth day post laying were missing completely in 10 day old eggs. Signalase, which cleaves signal peptides from selected proteins, was the most abundant serine peptidase. It should be noted that lon protease, which is able to cleave peptides resistant against enzymatic degradation^70^, was also expressed.

Proteins which play an important role in the host-parasite interaction often appear in the parasites’ excretory-secretory products (ESPs). In fact, catalytic activity is among the most highly enriched annotations of secretomes of schistosomes^33^ and peptidases are the most abundant class of proteins in the secretome of intra-mammalian stages of *F. hepatica*^50^. It would be interesting to investigate the *F. hepatica* egg secretome, but small size of these early developmental stages makes analysis of ESPs rather challenging. Our attempts to harvest sufficient amounts of ESPs for subsequent LC–MS/MS analysis have not been successful so far.

The function of most peptidases identified in helminth eggs remains enigmatic and this applies even to medically important parasites such as schistosomes or opisthorchids. In the present study, we combined a transcriptomic, proteomic, and biochemical approach to characterise changes in the proteolytic composition of *Fasciola hepatica* eggs during their development in the host. This report presents novel findings regarding changes in the transcriptome compared with the proteome during the different phases of *F. hepatica* egg development. Presented data can serve as a resource for further exploration of biology of this parasite which has a large impact on the wellbeing of both livestock and humans.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

All data generated and analysed during this study are included in this article and its Supplementary Information files. Transcriptomic data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^71^ and are accessible through GEO Series accession number GSE160622. Mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via PRIDE^72^ partner repository under dataset identifier PXD022516.

# Supplementary material for: Transcriptomic and proteomic profiling of peptidase expression in Fasciola hepatica eggs developing at host’s body temperature
**Source:** Sci Rep. 2022 Jun 20;12:10308. doi: 10.1038/s41598-022-14419-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary file 1.** List of internally quenched substrates used to detect protease activity in protein homogenates from *F. hepatica* eggs.

| **Sequence^e^** | **Sequence^e^** |
| --- | --- |
| **1** | MCA-Pro-Pro-Gly-Phe-Ser-Ala-Phe-Thr-Lys(Dnp)-Gly-NH_2_^b^ |
| **2** | MCA-Tle-Gln-Ala-Ser-Ser-Arg-Ser-Lys(Dnp)-Gly-NH_2_ |
| **3** | MCA-Gly-Glu-Val-Ala-Arg-Pro-Leu-Gly-Lys(Dnp)-Gly-NH_2_ |
| **4** | MCA-Gly-Arg-Phe-Gly-Val-Trp-Lys-Ala-Lys(Dnp)-Gly-NH_2_ |
| **5** | MCA-Ser-Ala-Leu-Leu-Asn-Thr-Ser-Gly-Lys(Dnp)-Gly-NH_2_ |
| **6** | MCA-Ser-Glu-Val-Asn-Leu-Asp-Ala-Glu-Phe-Arg-Lys(Dnp)-Arg-Arg-NH_2_ |
| **7^b^** | MCA-Val-Asp-Val-Ala-Asp-Gly-Trp-Lys(DNP)-NH_2_ |
| **8^b^** | MCA-Tyr-Val-Ala-Asp-Ala-Pro-Lys(DNP)-NH_2_ |
| **9^c^** | MCA-Arg-Pro-Lys-Pro-Val-Glu-Nva-Trp-Arg-Lys(Dnp)-NH₂ |
| **10^d^** | MCA-Arg-Pro-Pro-Gly-Phe-Ser-Ala-Phe-Lys(Dnp)-OH |

^a^Substrates were synthesized as peptidyl amides by Fmoc solid-phase chemistry in an ABI 433A peptide synthesizer (Applied Biosystems). ^b, c, d^ Substrates were purchased from Sigma, Bachem, or R&D Systems, respectively. ^e^Abbreviations: MCA, 7-methoxycoumarin-4-yl acetic acid; Lys(Dnp), dinitro-phenyl lysine, Tle; L-tert-Leucine (L-α-t-butylglycine).

# Supplementary material for: Transcriptomic and proteomic profiling of peptidase expression in Fasciola hepatica eggs developing at host’s body temperature
**Source:** Sci Rep. 2022 Jun 20;12:10308. doi: 10.1038/s41598-022-14419-z
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary file 2.** Illumina NextSeq 500 platform sequencing details.

| **Sample ID** | **Number of raw reads** | **Length (bp)** | **Length after trimming (bp)** | **Reads mapped exactly once (%)** | **Reads mapped more than once (%)** |
| --- | --- | --- | --- | --- | --- |
| T0, replicate 1 | 23,956,619 | 70 | 52 | 33.12 | 1.63 |
| T0, replicate 2 | 23,339,363 | 70 | 52 | 34.79 | 1.68 |
| T0, replicate 3 | 23,473,705 | 70 | 52 | 32.96 | 1.50 |
| T5, replicate 1 | 24,689,748 | 70 | 52 | 34.72 | 1.51 |
| T5, replicate 2 | 22,337,600 | 70 | 52 | 39.47 | 1.66 |
| T5, replicate 3 | 22,417,295 | 70 | 52 | 39.72 | 1.70 |
| T10, replicate 1 | 23,554,710 | 70 | 52 | 38.88 | 1.64 |
| T10, replicate 2 | 22,737,386 | 70 | 52 | 33.78 | 1.49 |
| T10, replicate 3 | 23,109,499 | 70 | 52 | 39.55 | 1.73 |

# Supplementary material for: Transcriptomic and proteomic profiling of peptidase expression in Fasciola hepatica eggs developing at host’s body temperature
**Source:** Sci Rep. 2022 Jun 20;12:10308. doi: 10.1038/s41598-022-14419-z
**Supplement:** Supplementary file 4 — Supplementary Information 4.

| **GO term** | **Category** | **Function** |
| --- | --- | --- |
| GO:0003923 | Molecular Function | GPI-anchor transamidase activity |
| GO:0097263 | Molecular Function | Eoxin E4 synthase activity |
| GO:0036374 | Molecular Function | Glutathione hydrolase activity |
| GO:0002951 | Molecular Function | Leukotriene-C(4) hydrolase |
| GO:0019783 | Molecular Function | Ubiquitin-like protein-specific protease activity |
| GO:0019786 | Molecular Function | Atg8-specific protease activity |
| GO:0019785 | Molecular Function | ISG15-specific protease activity |
| GO:0019784 | Molecular Function | NEDD8-specific protease activity |
| GO:0016929 | Molecular Function | SUMO-specific protease activity |
| GO:0004843 | Molecular Function | Thiol-dependent ubiquitin-specific protease activity |
| GO:0004175 | Molecular Function | Endopeptidase activity |
| GO:0004176 | Molecular Function | ATP-dependent peptidase activity |
| GO:0004177 | Molecular Function | Aminopeptidase activity |
| GO:0004180 | Molecular Function | Carboxypeptidase activity |
| GO:0004181 | Molecular Function | Metallocarboxypeptidase activity |
| GO:0004185 | Molecular Function | Serine-type carboxypeptidase activity |
| GO:0004190 | Molecular Function | Aspartic-type endopeptidase activity |
| GO:0004197 | Molecular Function | Cysteine-type endopeptidase activity |
| GO:0004198 | Molecular Function | Calcium-dependent cysteine-type endopeptidase activity |
| GO:0004222 | Molecular Function | Metalloendopeptidase activity |
| GO:0004252 | Molecular Function | Serine-type endopeptidase activity |
| GO:0004298 | Molecular Function | Threonine-type endopeptidase activity |
| GO:0008233 | Molecular Function | Peptidase activity |
| GO:0008234 | Molecular Function | Cysteine-type peptidase activity |
| GO:0008235 | Molecular Function | Metalloexopeptidase activity |
| GO:0008236 | Molecular Function | Serine-type peptidase activity |
| GO:0008237 | Molecular Function | Metallopeptidase activity |
| GO:0008238 | Molecular Function | Exopeptidase activity |
| GO:0008239 | Molecular Function | Dipeptidyl-peptidase activity |
| GO:0008240 | Molecular Function | Tripeptidyl-peptidase activity |
| GO:0008241 | Molecular Function | Peptidyl-dipeptidase activity |
| GO:0008242 | Molecular Function | Omega peptidase activity |
| GO:0008798 | Molecular Function | Beta-aspartyl-peptidase activity |
| GO:0009002 | Molecular Function | Serine-type D-Ala-D-Ala carboxypeptidase activity |
| GO:0009046 | Molecular Function | Zinc D-Ala-D-Ala carboxypeptidase activity |
| GO:0016805 | Molecular Function | Dipeptidase activity |
| GO:0016807 | Molecular Function | Cysteine-type carboxypeptidase activity |

**Supplementary file 4.** List of selected GO terms related to the proteolytic activity.

| **GO term** | **Category** | **Function** |
| --- | --- | --- |
| GO:0016920 | Molecular Function | Pyroglutamyl-peptidase activity |
| GO:0034701 | Molecular Function | Tripeptidase activity |
| GO:0034722 | Molecular Function | Gamma-glutamyl-peptidase activity |
| GO:0042500 | Molecular Function | Aspartic endopeptidase activity, intramembrane cleaving |
| GO:0045148 | Molecular Function | Tripeptide aminopeptidase activity |
| GO:0061473 | Molecular Function | Murein tripeptide carboxypeptidase activity |
| GO:0061785 | Molecular Function | Peptidoglycan endopeptidase activity |
| GO:0061786 | Molecular Function | Peptidoglycan stem peptide endopeptidase activity |
| GO:0061787 | Molecular Function | Peptidoglycan cross-bridge peptide endopeptidase activity |
| GO:0070001 | Molecular Function | Aspartic-type peptidase activity |
| GO:0070002 | Molecular Function | Glutamic-type peptidase activity |
| GO:0070003 | Molecular Function | Threonine-type peptidase activity |
| GO:0070004 | Molecular Function | Cysteine-type exopeptidase activity |
| GO:0070005 | Molecular Function | Cysteine-type aminopeptidase activity |
| GO:0070006 | Molecular Function | Metalloaminopeptidase activity |
| GO:0070007 | Molecular Function | Glutamic-type endopeptidase activity |
| GO:0070008 | Molecular Function | Serine-type exopeptidase activity |
| GO:0070009 | Molecular Function | Serine-type aminopeptidase activity |
| GO:0070012 | Molecular Function | Oligopeptidase activity |
| GO:0070122 | Molecular Function | Isopeptidase activity |
| GO:0070137 | Molecular Function | Ubiquitin-like protein-specific endopeptidase activity |
| GO:0070138 | Molecular Function | Ubiquitin-like protein-specific isopeptidase activity |
| GO:0070139 | Molecular Function | SUMO-specific endopeptidase activity |
| GO:0070140 | Molecular Function | SUMO-specific isopeptidase activity |
| GO:0070573 | Molecular Function | Metallodipeptidase activity |
| GO:0071972 | Molecular Function | Peptidoglycan L,D-transpeptidase activity |
| GO:0097153 | Molecular Function | Cysteine-type endopeptidase activity involved in apoptotic process |
| GO:0097199 | Molecular Function | Cysteine-type endopeptidase activity involved in apoptotic signaling pathway |
| GO:0097200 | Molecular Function | Cysteine-type endopeptidase activity involved in execution phase of apoptosis |
| GO:0102008 | Molecular Function | Cytosolic dipeptidase activity |
| GO:0102009 | Molecular Function | Proline dipeptidase activity |
| GO:0102274 | Molecular Function | Glutathione S-conjugate carboxypeptidase activity |
| GO:0103046 | Molecular Function | Alanylglutamate dipeptidase activity |
| GO:1902944 | Molecular Function | Aspartic-type endopeptidase activity involved in amyloid precursor protein catabolic process |
| GO:1902945 | Molecular Function | Metalloendopeptidase activity involved in amyloid precursor protein catabolic process |
| GO:0006508 | Biological Process | Proteolysis |
|  |  |  |

# Supplementary material for: Transcriptomic and proteomic profiling of peptidase expression in Fasciola hepatica eggs developing at host’s body temperature
**Source:** Sci Rep. 2022 Jun 20;12:10308. doi: 10.1038/s41598-022-14419-z
**Supplement:** Supplementary file 6 — Supplementary Information 6.

**Supplementary file 6.** Numeric representation of the box plots. Numbers are based on statistically significant changes (adjusted P-values cut-off 0.05) in the transcriptome and proteome variability in *F. hepatica* eggs of different ages.

|  | **Transcriptomics data** | | | **Proteomics data** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **T0-T5** | **T0-T10** | **T5-T10** | **T0-T5** | **T0-T10** | **T5-T10** |
| **Sample size** | 1936 | 3329 | 611 | 75 | 18 | 244 |
| **Median** | 0.405 | -0.479 | -0.650 | -1.992 | -5.179 | -2.396 |
| **Mean** | 0.336 | 0.056 | -0.027 | -0.468 | -5.198 | -1.709 |
| **Minimum** | -3.645 | -4.765 | -2.941 | -5.800 | -7.318 | -5.855 |
| **Maximum** | 3.979 | 4.633 | 3.104 | 4.210 | -2.743 | 3.040 |
| **1. quartile** | -0.794 | -1.267 | -0.829 | -3.545 | -6.295 | -3.734 |
| **3. quartile** | 1.150 | 1.094 | 0.769 | 3.252 | -4.273 | 0.770 |

How the deposited data were processed for this re-analysis (not part of the article)

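RNA from 9 samples of *Fasciola hepatica* eggs was measured, 3 each at T0 (day 0), T5 (day 5) and T10 (day 10), all kept at 37 °C. The libraries were made with QuantSeq 3′ FWD, which reads the 3′ ends of polyadenylated transcripts. The authors trimmed the reads and quantified them with RSEM 1.3.3 and Bowtie2 on the gene models of the reference assembly, and they deposited 1 table per sample. The expected counts in these deposited tables are RSEM's estimates of reads per gene model, without normalization. The deposited TPM values were made by the authors with RSEM from the same estimates, divided by effective length (length minus 51 bases) and scaled to a fixed sum over all gene models. The deposited FPKM values were made by the authors with RSEM as counts per length and library total, and were not used here. The notes on the processing name Trimmomatic 0.38, while the article names another version, and also FastQC 0.11.8, bcl2fastq 2.20.0.422, and DESeq2 1.29.6 under R 4.0.1 for the authors' own tests. Of the coding models 37.6% have a length that is a multiple of 3, the median length is 2443 bases and the longest is 415522 bases, so these lengths are those of transcripts and not of coding sequences.

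Each table holds 16806 gene models, 9708 for proteins and 7098 for tRNA. The tRNA models were left out of the tests. A transcript was called detected at a time point when its median TPM over 3 replicates was above 0, as in the paper. With 1 library left out, its time point required detection in both remaining replicates, and the other time points kept this median rule. Expected counts were rounded to whole numbers and compared with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM factors, and the quasi-likelihood F-test in one model with a coefficient per time point over all 9 libraries. The test covered 6319 genes, with a biological coefficient of variation of 0.244 and a prior of 9.68 degrees of freedom. P-values were adjusted by Benjamini and Hochberg within each of the 3 comparisons. A transcript counted as higher or lower with an adjusted p under 0.05, a log2 fold change beyond 1 and a median TPM above 0 at both time points. The SE of a log2 fold change is its size divided by the square root of F, which is approximate. TMM factors were 0.817, 0.808 and 0.755 at T0, 0.974, 1.03 and 1.119 at T5, and 1.036, 1.273 and 1.355 at T10. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 did the rest.

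Total expected counts ran from 8018586 to 9543870 per library, so that 3 counts, the floor for a gene without counts in a group, equal 0.314 to 0.374 CPM before TMM. Counts were simulated for all 9 libraries from their joint means, spread and totals, with 200 of 6138 genes changed at T10, equally up and down. For T10 against T0 the test found 57% of the 2-fold and 82% of the 4-fold changes and made 6 false calls. No general shift between time points was simulated, so these values do not bear on the choice of scaling.

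Peptidase classes were summed over 71 models whose product names give a peptidase or a member of a peptidase family, and 28 gene lists were drawn from product names. The metallo class includes cytochrome b-c1 subunits 1 and 2, and the threonine class alpha subunits of the proteasome. The paper's Table 1 places b-c1 subunit 1 in family M16 and alpha subunits in T01. Named genes follow a rule: those the paper names, where their TPM in Table 1 identifies a model; the 10 largest rises and falls per comparison with an adjusted p under 0.05, at least 10 CPM in the higher group, a product name, and no overlap between the groups (10% of genes by chance); and up to 4 per list and comparison by the smallest adjusted p. Values in the paper's tables had been seen when this rule was written. Only the parts of Supplementary files 3 and 5 described above were used for names, and no set test was run. The sheets of peptidases (147 entries) and of MEROPS homologues (9709 entries) were not used here. The proteome was not analysed here.

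The alternatives were DESeq2 1.42.0, RLE factors, upper-quartile factors, library size only, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), no filter on low counts, a filter of at least 10 CPM in 3 libraries, only the 6 libraries compared, the replicate number as a block, each library left out in turn, no rule on expression at both time points, other rules of detection, and CPM or means for the peptidase classes. The lists, rules and these alternatives were set before the data were examined.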

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

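The results here concern genes that the paper does not discuss.

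The tRNA models are left out of the paper's counts. They received a mean of 143 counts per library at T0 (SD 9.29, n = 3), 47.7 at T5 (SD 14.7) and 39.3 at T10 (SD 23.4). The libraries are primed on poly(A), and these counts are at most 0.00176% of a library. The T0 libraries lie above the other 6 without overlap.

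Cytosolic ribosomal proteins, which build the ribosome, form the gene list with the most members that rose between T0 and T10, and are also the largest list tested. Of 65 tested, 38 were higher and 2 lower with an adjusted p under 0.05 in edgeR's quasi-likelihood test, but 63 and 0 with library size only and 62 and 0 with limma on log2(TPM + 1). By share the CCT subunits, with 7 of 9 higher, lay above them. Over all 6319 tested genes 1928 were higher and 1461 lower by the same rule. Ribosomal protein S15Aa went from 199.5 ± 9.82 to 494 ± 134 CPM (log2 fold change 1.31, SE 0.19, adjusted p = 3.6e-05, same test). Between T5 and T10, 11 were higher and none lower (25 and 0 adjusted over the list alone). None was lower in the other settings, while the higher ones numbered 54 with library size only, 49 with limma on log2(TPM + 1), 20 with DESeq2 and 7 without T10 replicate 1.

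Of 31 genes of DNA replication and cell division, 15 were higher and 6 lower at T10 than at T0 (17 and 7 adjusted over the list alone), but 20 and 3 with library size only. The small subunit of ribonucleoside-diphosphate reductase fell from 363 ± 6.85 to 121 ± 37.6 CPM (log2 fold change -1.58, SE 0.20, adjusted p = 1.4e-05, same test). Between T5 and T10 edgeR called none higher and 1 lower (0 and 0 adjusted over the list alone, 3 and 2 unadjusted), and DESeq2 0 and 2. With scaling by library size alone 4 were higher and 1 lower, and without T10 replicate 1 these were 6 and 6.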

How the results depend on the processing

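The settings "library size without the top 10" and "DESeq2 on the 6 libraries compared" were chosen after the values were seen.

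With scaling by library size only, higher and lower transcripts numbered 1199 and 93 at T5 against T0, 2227 and 270 at T10 against T0, and 189 and 35 at T10 against T5. With limma on log2(TPM + 1) they were 987 and 122, 1795 and 312, and 177 and 42. With limma on log2(TPM + 0.1) they were 1178 and 124 and then 2010 and 351, with 50 lower at T10 against T5. With library size without the top 10 they were 1018 and 122 and then 1725 and 400, with 53 lower at T10 against T5. The 20S proteasome subunits higher at T10 than at T0 were 12, 12, 12 and 11 in these settings, against 6 with TMM.

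With only the 6 libraries compared, 49 transcripts were lower at T10 than at T5, and 282 had an adjusted p under 0.05, against 647 with all 9 libraries in the model. DESeq2 gave 980 for the latter. The cause was not tested.

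Transcripts found at T0 alone numbered 169 with a median TPM of at least 1 and 200 with a median of at least 5 counts, against 432. They numbered 396 with a value above 0 in all 3 replicates and 433 with every library thinned to the smallest total.

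With CPM the classes at T0 held 33.2% (aspartic), 34.8% (cysteine), 5.4% (threonine) and 20.2% (serine). At T5 cysteine held 35.9%, threonine 7.5% and serine 18.6%, and at T10 34.3, 11.6 and 17.6%.

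Of 8427 values of named genes under an alternative, over 403 pairs of gene and comparison, 7556 were the same, 302 stronger, 564 weaker and 5 reversed. All 5 reversed values concern T10 against T0. With library size only the log2 fold change of SEC11 was 0.02, of stefin-1 0.10 and of signal peptide peptidase 0.38, and with limma stefin-1 had 0.04 for both added constants.

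With 1 library left out, T10 against T5 gave 36 higher and 35 lower transcripts without T5 replicate 2, 141 higher without T5 replicate 3 and 316 lower without T10 replicate 1. Transcripts with an adjusted p under 0.05 in that comparison ranged from 105 to 1554. Transcripts at T0 alone ranged from 241 without T0 replicate 1 to 524 without T10 replicate 3. Here only the time point that lost a library required detection in both remaining ones. The cysteine share at T0 ranged from 29.7 to 30.3%, the threonine share at T10 from 21.6 to 22.4% and the serine share at T10 from 14.6 to 14.8%.

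Replicates share only a number, and nothing in the paper ties libraries of one number together. Over 9 pairs of the same number the correlation of the libraries' deviations from their group lay between -0.08 and 0.23, and the best match had the own number in 3 of 18 cases. With the number as a block, higher and lower transcripts numbered 607 and 255, 897 and 807, and 102 and 99, and 3606 changed in at least 1 comparison.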

Differences from the paper's values

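The setting "DESeq2 on the 6 libraries compared" was chosen after the values were seen. The paper's called genes are not listed in the tables held here, so how many of them this setting drops was not counted.

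The share of cysteine peptidases in the summed peptidase TPM is about 13% at T5 and about 14% at T10 in the paper (Fig. 4, read by eye), against 30.1 and 27.2% here. None of the alternatives set before the deposited counts were examined closes the gap. The values here cover 71 named peptidases and the paper's 145. CL0 and CB9 alone hold 13.6% at T5 and 10.7% at T10 of the named set.

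The box plot values of Supplementary file 6 differ for T5 against T0. Its sample sizes differ as well, since the values here cover 2316 transcripts for T5 against T0 and 3389 for T10 against T0. These were taken without the rule on expression at both time points, and box values under that rule were not computed. The spread named here is the SD of a value over the 9 fits with 1 library left out, 0.0784 for this median and 0.0688 for the lower quartile, and an alternative closes a gap if it lies within that SD of the paper's value. The paper's median log2 fold change is 0.405, against 0.613 here. RLE factors (0.468) and only the 6 libraries compared (0.461) come within the spread, and the other alternatives, DESeq2 on the 6 libraries compared (0.277) among them, do not. The paper's lower quartile is -0.794, against -0.697 here. DESeq2 (-0.82), RLE factors (-0.786), upper-quartile factors (-0.755), DESeq2 on the 6 libraries compared (-0.755, chosen after the values were seen), the stricter filter (-0.761) and the fits without T0 replicate 1, 2 or 3 (-0.827, -0.838 and -0.799) or without T5 replicate 1 or 2 (-0.766 and -0.833) close this gap, and the others do not.

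For T10 against T0 the SD is 0.0332 for the median, 0.0661 for the lower and 0.0359 for the upper quartile. The paper's median is -0.479, against 0.591 here. The lower quartile is negative and the upper one positive, so a modest shift in the balance of rises and falls turns the sign of the median. Rises and falls by adjusted p numbered 1928 and 1461 with TMM, and 1690 and 1728 with DESeq2. DESeq2 on the 6 libraries compared (-0.476), chosen after the values were seen, comes within the spread. None of the alternatives set before the deposited counts were examined does, although DESeq2 (-0.368) has the paper's sign. The paper's lower quartile is -1.267, against -0.984 here, and DESeq2 (-1.214) and DESeq2 on the 6 libraries compared (-1.265, chosen after the values were seen) close the gap. The paper's upper quartile is 1.094, against 1.189 here, and DESeq2 (1.095), RLE factors (1.096) and DESeq2 on the 6 libraries compared (1.1, chosen after the values were seen) close the gap.

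The counts of higher and lower transcripts are within 1.5-fold of the paper's. DESeq2 on the 6 libraries compared, the tool the paper names in a setting chosen after the values were seen, comes near them, but not under 1 rule for all comparisons. Without the rule on expression at both time points it gave 928 higher and 1109 lower transcripts at T10 against T0 (paper 927 and 1112), 132 and 97 at T10 against T5 (paper 107 and 85) and 705 and 414 at T5 against T0 (paper 590 and 287). With that rule it gave 781 and 988, 107 and 85, and 600 and 325.

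The paper states that every proteasome subunit isoform was overexpressed at T10. Here 6 of the 12 subunits of the 20S core were higher than at T0, none was lower, and 11 had a log2 fold change above 0. These calls use the adjusted p alone, while the paper's methods also ask for a log2 fold change beyond 1. The highest here was 0.85, so none would pass that rule with TMM. With scaling by library size only and with limma on TPM all 12 were higher by adjusted p.

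The paper ranks aspartic peptidases first, then cysteine and threonine peptidases, and puts metallopeptidases level with serine peptidases. Among the named peptidases serine peptidases exceed threonine peptidases at T0 (16.5 against 10.5%) and metallopeptidases at every time point (16.5 against 6.4% at T0, 14.6 against 8.8% at T5 and 14.8 against 12.3% at T10). The serine class here includes proline iminopeptidase (692, 665 and 742 TPM), which is absent from the paper's Table 1. Without it serine peptidases would lie below threonine peptidases at T0 and below metallopeptidases at T10, and near metallopeptidases at T5. Cysteine peptidases come first at T10 (27.2 against 24.1%), and at every time point with CPM. That class includes a PPPDE domain peptidase (418, 537 and 470.2 TPM), also absent from Table 1. Without it aspartic peptidases would come first at T10 in TPM and at T0 in CPM.

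The paper lists prolyl oligopeptidase and dipeptidyl peptidase as expressed mainly after laying. The models with these names here had log2 fold changes of 0.00 and 0.58 at T10 against T0, and furin, which the paper names with them, fell by 1.48. Other models with these names were not analysed here.

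The paper, describing its heat maps, calls the changes between T0 and T5 the most striking. Its own numbers of changed transcripts have the same order as those here, with most between T0 and T10, the longest span. Here 862 transcripts changed between T0 and T5, 175 between T5 and T10, and 1702 between T0 and T10.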

Other observations

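The tests on the 10 most abundant transcripts, on depth, on tRNA models and on other splits of the libraries were chosen after the result was seen.

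Of 12 peptidase inhibitors 6 could be tested. At T10 none of them was higher than at T0 and 5 were lower (0 and 6 adjusted over the list alone). With library size only 4 were lower, and the fold change of stefin-1 turned to 0.10 in log2. A Kunitz-type inhibitor of serine peptidases fell from 165 ± 1.14 to 53 ± 9.48 CPM (SD, n = 3 libraries, log2 fold change -1.64, SE 0.17, adjusted p = 3.0e-06, edgeR's quasi-likelihood test), and an antistasin family protein from 3282 ± 67.4 to 1162 ± 496 CPM (log2 fold change -1.50, SE 0.25, adjusted p = 1.4e-04, same test). Small heat shock proteins split, with 1 of 4 higher and 3 lower (1 and 3 adjusted over the list alone). Of 14 tetraspanins, annexins and tegument antigens 3 were higher and 6 lower (3 and 6 adjusted over the list alone). The numbers were 6 and 6 with library size only and 5 and 6 with limma. Tetraspanin-6 fell from 1117 ± 69.7 to 370.3 ± 140.1 CPM (log2 fold change -1.59, SE 0.22, adjusted p = 2.4e-05, same test). Of 13 lysosomal proteins none was higher and 4 were lower at T5 than at T0 (0 and 4 adjusted over the list alone). With library size only these were 1 and 2.

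Among transcripts of tissues, 3 of 5 muscle proteins were higher at T10 than at T0 and 1 lower (3 and 1 adjusted over the list alone), but 4 and 0 with library size only, 3 and 0 with limma and 2 and 1 with RLE factors or DESeq2. Sarcomeric alpha actinin was the lower one with TMM, from 304 ± 1.98 to 180.5 ± 11 CPM (log2 fold change -0.75, SE 0.13, adjusted p = 2.3e-04, same test). Of 15 genes of the axoneme and cilia 1 was higher and 5 lower (1 and 4 adjusted over the list alone), but 3 and 4 with library size only. Ropporin-1, a protein of the flagellum, fell from 10.8 ± 2.22 to 3.27 ± 0.928 CPM (log2 fold change -1.72, SE 0.44, adjusted p = 0.0037, same test). Of 16 patterning regulators 5 were higher and 6 lower (5 and 7 adjusted over the list alone), but 6 and 3 with scaling by library size only. Of 31 translation factors 8 were higher and 6 lower (8 and 6 adjusted over the list alone), but 6 and 7 with RLE factors or DESeq2, and eIF-4G fell from 1294 ± 69.9 to 653 ± 59.3 CPM (log2 fold change -0.99, SE 0.15, adjusted p = 8.0e-05, same test). Of 12 mitochondrial ribosomal proteins 5 were higher and 1 lower (5 and 1 adjusted over the list alone), but 9 and 0 with library size only or limma and 3 and 2 with RLE factors or DESeq2. S31 rose from 74.6 ± 12 to 151 ± 5.81 CPM (log2 fold change 1.02, SE 0.17, adjusted p = 1.8e-04, same test).

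With scaling by library size only, 89.2% of the transcripts changed between T0 and T10 were higher, against 54.2% with TMM. Leaving the 10 most abundant transcripts at T0 out of the totals still gave 81.2% higher, which argues against them as the whole cause. Leaving out the 500 most abundant brought the median log2 fold change of tested genes from 0.78 to 0.18, near the 0.16 of TMM. Totals without these transcripts centre the remaining ones whether the abundant transcripts fell or the rest rose. A decline spread over abundant transcripts thus stays possible, but this test cannot tell it from a rise of the rest. A change in total mRNA per egg was not tested and stays open, since no sample holds a known amount of added RNA.

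T10 replicate 1 holds more of the transcripts that fell by T10 than replicates 2 and 3. If a share of its eggs had stayed at the T0 state, transcripts that fell 8-fold or more would show that share most clearly, but their median T0-like share was 0.0 (quartiles -0.02 and 0.03, 21 transcripts) against 0.21 (0.08 and 0.36) for 249 transcripts that fell 2- to 4-fold. The ratio of 0.01 argues against such a share. Eggs behind in development would move risen and fallen transcripts alike towards T5, and the medians were 0.42 for 147 risen and 0.59 for 261 fallen transcripts, a ratio of 0.72. Transcripts were picked by their change in the other 2 libraries, which by itself moves the library left out towards T5. The same medians were 0.19 and 0.13 for replicate 2, also within a factor of 2, and -0.02 and -0.05 for replicate 3, so slower development in replicate 1 stays open and is not singled out by this ratio. Without this library 126 transcripts were higher and 316 lower at T10 than at T5.

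More transcripts were found at T0 alone than at T10 alone, most of them under 5 counts. T10 replicates 1 and 3 are deeper than every T0 library. Against this pair, the pairs of T0 libraries still held 2.82 to 3.36 times as many transcripts alone, which argues against depth. Background reads that fall in proportion to length would favour long transcripts. The median length of those under 5 counts was 1863 bases at T0 and 2296 at T10, a ratio of 0.81, so the T0 group was not the longer one. Such background could have made both groups, with no difference in length between them, so the ratio cannot decide on that source. The share of counts on tRNA models was 4.06 times as high at T0 as at T10, so background reads outside coding models may contribute and stay open, as does low transcription at laying, which was not tested.

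For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real grouping, 1 of the 10, gave 862 changed transcripts for T5 against T0, 1702 for T10 against T0 and 175 for T10 against T5, and the highest other split gave 0 in each. The first principal component held 65.1% of the variance and ordered the libraries by time, the second 11.1% and the third 6.9%. On the third, T10 replicate 1 stood apart at 0.88, with the other libraries between -0.38 and 0.05.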
